# Chondrocytes in the resting zone of the growth plate are maintained in a Wnt-inhibitory environment

**DOI:** 10.7554/eLife.64513

**Published:** 2021-07-26

**Authors:** Shawn A Hallett, Yuki Matsushita, Wanida Ono, Naoko Sakagami, Koji Mizuhashi, Nicha Tokavanich, Mizuki Nagata, Annabelle Zhou, Takao Hirai, Henry M Kronenberg, Noriaki Ono

**Keywords:** bone, growth plate, chondrocyte, cartilage, skeletal stem cells, wnt signaling, Mouse

## Abstract

Chondrocytes in the resting zone of the postnatal growth plate are characterized by slow cell cycle progression, and encompass a population of parathyroid hormone-related protein (PTHrP)-expressing skeletal stem cells that contribute to the formation of columnar chondrocytes. However, how these chondrocytes are maintained in the resting zone remains undefined. We undertook a genetic pulse-chase approach to isolate slow cycling, label-retaining chondrocytes (LRCs) using a chondrocyte-specific doxycycline-controllable Tet-Off system regulating expression of histone 2B-linked GFP. Comparative RNA-seq analysis identified significant enrichment of inhibitors and activators for Wnt signaling in LRCs and non-LRCs, respectively. Activation of Wnt/β-catenin signaling in PTHrP^+^ resting chondrocytes using *Pthlh-creER* and *Apc*-floxed allele impaired their ability to form columnar chondrocytes. Therefore, slow-cycling chondrocytes are maintained in a Wnt-inhibitory environment within the resting zone, unraveling a novel mechanism regulating maintenance and differentiation of PTHrP^+^ skeletal stem cells of the postnatal growth plate.

## Introduction

The epiphyseal growth plate, a disk of cartilaginous tissues with characteristic columns of chondrocytes formed between the primary and secondary ossification centers, is an innovation of amniotes (reptiles, birds and mammals) that facilitates explosive endochondral bone growth (Wuelling and Vortkamp, 2019). The postnatal growth plate is composed of three morphologically distinct layers of resting, proliferating and hypertrophic zones, in which chondrocytes continue to proliferate well into adulthood, especially in mice, therefore functioning as the engine for endochondral bone growth (Hallett et al., 2019; Kronenberg, 2003). By adulthood, a large majority of hypertrophic chondrocytes undergo apoptosis or transdifferentiate into osteoblasts, marking the completion of the longitudinal growth phase and skeletal maturation (Zhou et al., 2014; Park et al., 2015; Hallett et al., 2021; Roach et al., 1995; Yang et al., 2014a; Yang et al., 2014b).

Of the three layers, the resting zone has two important functions in maintaining the growth plate. First, early studies postulated that resting chondrocytes feed their daughter cells into the adjacent proliferating zone and contribute to longitudinal growth of postnatal endochondral bones (Hunziker, 1994). More recently, the resting zone has been established as a niche for skeletal stem cells, initially demonstrated by surgical auto-transplantation experiments in rabbits (Abad et al., 2002), and subsequently by lineage-tracing experiments in mice (Mizuhashi et al., 2018; Newton et al., 2019). Second, chondrocytes in the resting zone express parathyroid hormone-related protein (PTHrP) that maintains proliferation of chondrocytes in a cell non-autonomous manner and delays their hypertrophic differentiation, thus sustaining longitudinal growth (Schipani et al., 1997). Once resting chondrocytes exit their quiescent state, they undergo a morphological transformation into flat, columnar proliferating chondrocytes. The proliferating zone is concertedly maintained by PTHrP released from the resting zone and Indian hedgehog (Ihh) synthesized by pre-hypertrophic chondrocytes; the proliferating zone in turn provides instructive cues to regulate cell fates of PTHrP^+^ chondrocytes (Mizuhashi et al., 2018). Therefore, the resting zone functions as a critical constituent of the tight feedback system (the PTHrP–Ihh feedback loop) that maintains growth plate structures and longitudinal bone growth.

The mechanisms regulating self-renewal and differentiation capabilities of resting zone chondrocytes remain largely unknown. G protein stimulatory subunit-α (G_s_α), G_q_/G_11_α G proteins, which are coupled with the PTH/PTHrP receptor (PPR), are both required for maintaining quiescent stem-like chondrocytes (Chagin et al., 2014). Pan-chondrocyte ablation of G_s_α (*Col2a1-creER; Gnas^f/f^*) causes premature differentiation of stem-like resting chondrocytes into the proliferative pool, resulting in accelerated endochondral bone growth. Further, combined inactivation of G_q_/G_11_α through a mutant PPR (Guo et al., 2002) and G_s_α (*Col2a1-creER, Gnas^f/f^*; PPR^D/D^ [Pth1r^tm4Hmk^]) causes a more severe phenotype associated with growth plate fusion. Therefore, PPR-mediated G_s_α and G_q_/G_11_α synergistically maintain quiescence of resting chondrocytes and their differentiation into columnar chondrocytes (Chagin et al., 2014); however, whether this regulation occurs cell-autonomously in resting chondrocytes has not been determined.

Non-canonical Wnt/planar cell polarity (PCP) signaling plays a key role in facilitating asymmetric divisions of resting chondrocytes. Oriented division, rearrangement and intercalation of chondrocyte clones in the resting zone, and their subsequent asymmetric divisions into their daughter cells aligned with the axis of growth are the hallmark characteristic of growth plate chondrocytes (Li et al., 2017a). Non-canonical Wnt/PCP signaling is activated when the chondrocytes exit the resting zone and start forming columns, guiding the oriented cell division of resting chondrocytes into proliferating cells and their further expansion. In fact, misregulation of non-canonical Wnt/PCP signaling via dominant-negative forms of Frizzled receptors results in severe shortening of the growth plate (Hartmann and Tabin, 2000). Oriented cell division is sensitive to both high and low PCP activity mediated in part by Fzd7 (Li and Dudley, 2009; Li et al., 2017b). In addition, Wnt5a signals to establish PCP in chondrocytes along the proximal-distal axis through regulation of Vangl2 (Gao et al., 2011; Randall et al., 2012). However, how resting chondrocytes are regulated by non-canonical Wnt/PCP signaling members, such as Rspo3 (Ohkawara et al., 2011) in addition to Dkk2 (Niehrs, 2006) and Fzd receptors, are unknown.

Given the limited amount of mechanistic knowledge regarding maintenance and differentiation of resting chondrocytes, we set out to undertake an unbiased approach to better define the molecular mechanisms regulating maintenance and differentiation of chondrocytes in the resting zone (‘slow-cycling chondrocytes’). To achieve this goal, we developed a chondrocyte-specific genetic label-retention strategy to isolate slow-cycling chondrocytes from the postnatal growth plate. Our comparative transcriptomic analysis revealed unique molecular signatures defining the characteristics of slow-cycling chondrocytes, with particular enrichment for inhibitors of Wnt signaling pathways. Subsequent functional validation based on a cell-lineage analysis identified that, when Wnt/β-catenin signaling was activated, PTHrP^+^ resting chondrocytes were decreased in number during initial formation and established columnar chondrocytes less effectively in the subsequent stages. These data lead to a new concept that PTHrP^+^ skeletal stem cells may be maintained in a Wnt inhibitory environment within the resting zone niche of the postnatal growth plate.

## Results

### A genetic label-retention strategy to identify slow-cycling chondrocytes

Chondrocytes in the resting zone of the postnatal growth plate (‘resting’ or ‘reserve’ chondrocytes) are characterized by their slow cell cycle progression that is much slower than that of chondrocytes in the proliferating zone. As a result, these slow-cycling chondrocytes retain nuclear labels much longer than their more rapidly dividing progeny in the proliferating zone, which are therefore termed as label-retaining chondrocytes (LRCs) (Walker and Kember, 1972). First, we undertook a genetic approach to fluorescently isolate LRCs from the growth plate based on a chondrocyte-specific pulse-chase protocol. To this end, we first generated transgenic mice expressing a tetracycline-controlled transactivator under a *Col2a1* promoter (hereafter, Col2a1-tTA), and combined this line with a *Col1a1* locus harboring a Tet-responsive element (TRE)-histone 2B-bound EGFP (H2B-EGFP) cassette (hereafter, TRE-H2B-EGFP) (Figure 1a, Figure 1—figure supplement 1a). In this Tet-Off system, tTA binds to TRE in the absence of doxycycline and activates H2B-EGFP transcription (pulse), whereas tTA dissociates from TRE in the presence of doxycycline, shutting off H2B-EGFP transcription (chase) (Figure 1a, Figure 1—figure supplement 1a). In Col2a1-tTA; TRE-H2B-EGFP mice, *Col2a1^+^* chondrocytes accumulate H2B-EGFP in the nucleus without doxycycline, and upon initiation of doxycycline feeding, de novo transcription of *H2B (human H2B [HIST1H2BJ])-EGFP* mRNA becomes suppressed. After a long chase period, H2B-EGFP is preferentially diluted in highly proliferating cells and their progeny, whereas slow-cycling cells retain a high level of the label, marking them as LRCs.

**Figure 1.**
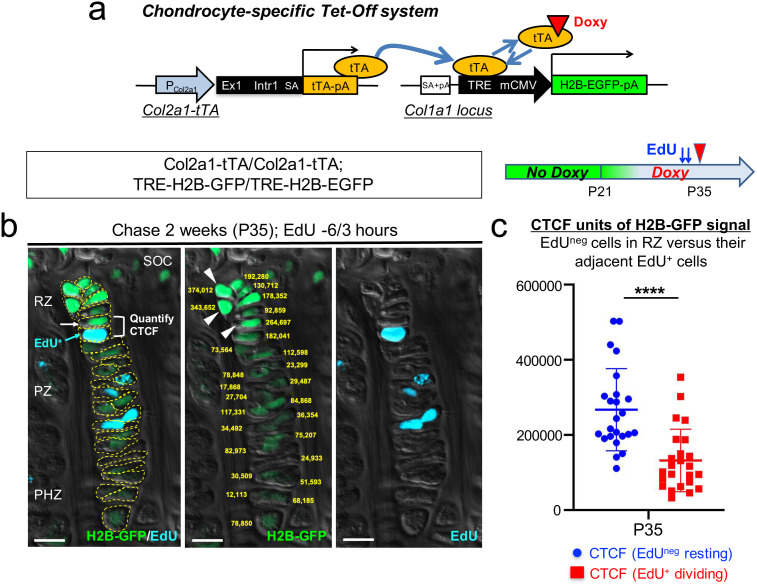
A genetic label-retention strategy to identify slow-cycling chondrocytes. (**a**) Chondrocyte-specific Tet-Off system by *Col2a1-tTA* and *TRE-H2B-EGFP* transgenes. During development, *Col2a1^+^* cells accumulate H2B-EGFP in the nucleus. Binding of tetracycline controlled transactivator (tTA) to Tet-responsive element (TRE) is prevented in the presence of doxycycline. As a result of this chase, slow-cycling cells retain a high level of H2B-EGFP, whereas proliferating cells dilute H2B-EGFP signal as they continue to divide. (**b**) Proximal tibial growth plates of Col2a1-tTA/Col2a1-tTA; TRE-H2B-EGFP/TRE-H2B-EGFP double homozygous mice after 2 weeks of chase at P35, with EdU administration shortly before analysis (6 and 3 hr prior to sacrifice). Shown is a representative 27 chondrocyte-long column highlighting gradient of H2B-GFP signal across different layers. (Left): Merged image of H2B-GFP, EdU-Alexa647, and DIC with tracing of individual chondrocytes. (Middle): Quantification of corrected total cell fluorescence (CTCF) values of H2B-GFP signal in chain. (Right): EdU-Alexa647 signal. SOC: secondary ossification center, RZ: resting zone, PZ: proliferating zone, PHZ: pre-hypertrophic zone. Arrows and a bracket: a pair of an H2B-GFP^high^ cell in RZ (white) and its adjacent EdU^+^ cell (blue) in PZ. Arrowheads: the top three brightest cells in the column in RZ. Dotted lines: individual chondrocytes in column. Yellow: CTCF values. Green: H2B-GFP, blue: EdU, gray: DIC. Scale bars: 100 µm. (**c**) Quantification of CTCF values of H2B-GFP signal in a pair of a H2B-GFP^high^ cell in RZ and its adjacent EdU^+^ dividing cell. Twenty-four cell pairs from *n*=four mice. ****p<0.0001. Mann-Whitney’s *U*-test. Data are represented as mean ± s.d. Figure 1—source data 1.Quantification of corrected total cell fluorescence (CTCF) values of H2B-GFP signal in chain. Figure 1—source data 2.Quantification of CTCF values of H2B-GFP signal in a pair of a H2B-GFP^high^cell in RZ and its adjacent EdU^+^dividing cell.

**Figure 1—figure supplement 1.**
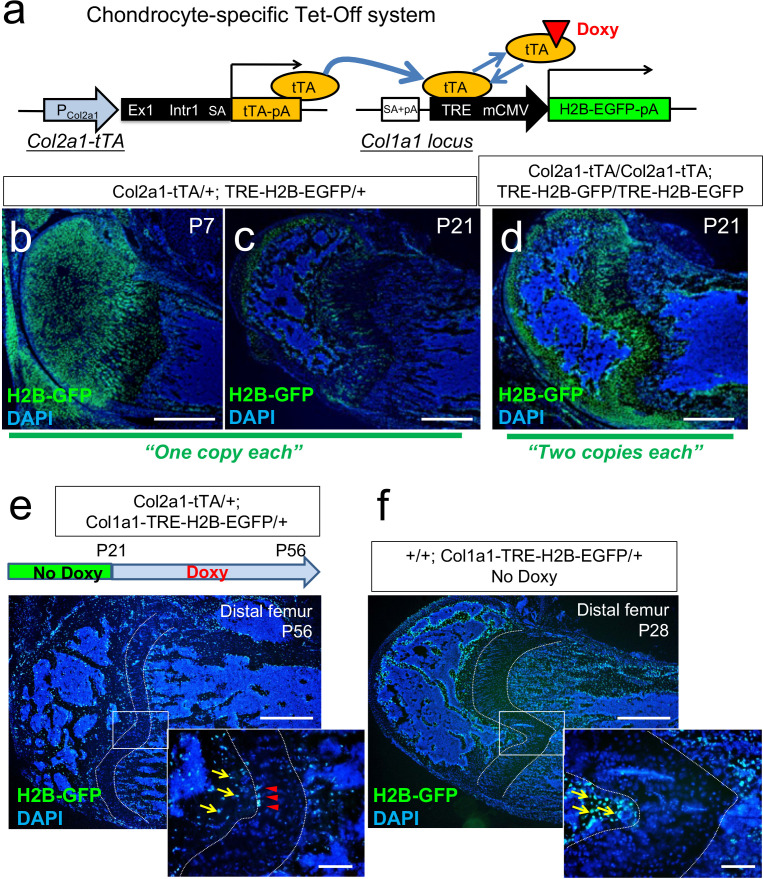
A genetic label-retention strategy to identify slow-cycling chondrocytes. (**a**) Chondrocyte-specific Tet-Off system by *Col2a1-tTA* and *TRE-H2B-EGFP* transgenes. During development, *Col2a1^+^* cells accumulate H2B-EGFP in the nucleus. Binding of tetracycline-controlled transactivator (tTA) to Tet-responsive element (TRE) is prevented in the presence of doxycycline. As a result of this chase, slow-cycling cells retain a high level of H2B-EGFP, while proliferating cells dilute H2B-EGFP signal as they continue to divide. (**b,c**) Distal femur growth plates of Col2a1-tTA/+; TRE-H2B-EGFP/+ double heterozygous mice at P7 (**b**) and P21 (**c**). Note that only a small fraction of growth plates marked by GFP in (**c**). Scale bars: 500 µm. (**d**) Distal femur growth plates of Col2a1-tTA/Col2a1-tTA; TRE-H2B-EGFP/TRE-H2B-EGFP double homozygous mice at P21. Note that a greater number of growth plate cells are marked by GFP than in (**c**). Scale bars: 500 µm. (**e**) Distal femur growth plates of Col2a1-tTA/+; Col1a1-TRE-H2B-EGFP/+ mice, after 5 weeks of chase at P56. Arrowheads: GFP^high^ label-retaining chondrocytes, arrows: GFP^+^ osteoblasts/cytes. Scale bars: 500 µm, 200 µm (inset). (**f**) Distal femur growth plates of +/+; Col1a1-TRE-H2B-EGFP/+ mice at P28. Arrows: GFP^+^ osteoblasts/cytes. Scale bars: 500 µm, 200 µm (inset).

In order to evaluate the labeling efficiency of the system, we first analyzed double heterozygous Col2a1-tTA/+; TRE-H2B-EGFP/+ mice at postnatal day (P) seven and P21 without doxycycline. While most of chondrocytes in the growth plate were marked by a high level of H2B-EGFP at P7 (Figure 1—figure supplement 1b), fewer than half of columnar chondrocytes in the growth plate were marked by H2B-EGFP at P21 (Figure 1—figure supplement 1c), demonstrating the inefficiency of the Tet system in postnatal growth plate chondrocytes. To circumvent this problem, we further generated double homozygous Col2a1-tTA/Col2a1-tTA; TRE-H2B-EGFP/TRE-H2B-EGFP mice and analyzed these mice at P21 without doxycycline. A great fraction of columnar chondrocytes was marked by H2B-EGFP (Figure 1—figure supplement 1d), indicating that the labeling efficiency can be improved in a transgene dosage-dependent manner in this system.

Subsequently, we tested the effectiveness of this chondrocyte-specific Tet-Off system by pulse-chase experiments. We fed double heterozygous Col2a1-tTA/+; TRE-H2B-EGFP/+ mice with doxycycline for 5 weeks starting from P21 to shut off de novo H2B-EGFP expression. We started the chase at P21 because the secondary ossification center was fully developed within the epiphysis by this time. After the chase, the H2B-EGFP signal was largely abrogated in the growth plate region, with only a small fraction of cells in the resting zone near the top of the growth plate retaining H2B-EGFP (Figure 1—figure supplement 1e, arrowheads). However, we also noticed that a low level of H2B-EGFP signal persisted in adjacent osteoblasts and osteocytes in the epiphysis even after the chase (Figure 1—figure supplement 1e, arrows), making it difficult to distinguish LRCs from these cells. Analysis of TRE-H2B-EGFP/+ mice without a Col2a1-tTA transgene at P28 revealed that osteoblasts and osteocytes expressed a low level of H2B-EGFP (Figure 1—figure supplement 1f, arrows). These findings indicate that LRCs can be identified within the top of the growth plate by a chondrocyte-specific Tet-Off system regulating H2B-EGFP expression, although these cells cannot be easily distinguished from adjacent osteoblasts and osteocytes solely based on fluorescent intensity in histological sections.

Next, to more rigorously define LRCs and non-LRCs in the postnatal growth plate, we quantified the intensity of H2B-EGFP signal through the entire column of chondrocytes using the corrected total cell fluorescence (CTCF) after two weeks of chase at P35 in double homozygous Col2a1-tTA/Col2a1-tTA; TRE-H2B-GFP/TRE-H2B-EGFP mice. We labeled actively proliferating chondrocytes by pulsing these mice with a thymidine analogue EdU twice at 6 and 3 hr prior to sacrifice. By this approach, we expect to visualize an EdU-positive cell in the proliferating zone that is descended from an EdU-negative cell in the resting zone through one cell division (Figure 1b, left panel, arrowheads and bracket). The quantification of CTCF values through the entire column revealed that the cells in the proliferating zone (PZ) had weaker H2B-EGFP signal than those of the resting zone (RZ), and the cells in the pre-hypertrophic (PHZ) and hypertrophic zones (HZ) had yet weaker H2B-EGFP signal (Figure 1b, center panel, yellow numbers, Figure 1b; Figure 1—source data 1). The side-by-side comparison of CTCF values between EdU^+^ cells in the proliferating zone and their preceding EdU-negative cells in the resting zone further revealed that H2B-EGFP CTCF values decreased significantly upon one cell division (Figure 1c, Figure 1—source data 2, P35: H2B-EGFP CTCF, EdU^-^ cells in RZ = 267,184.6±109,457.8; EdU^+^ cells in PZ = 131,892.0±83,344.8, *n*=four mice, 24 cell-pairs [*p*<0.0001]). The average fold change between EdU-negative and EdU-positive cells was 2.03, suggesting that H2B-EGFP intensity decreases by a factor of two following one cell division (Figure 1b,c), as expected from the fact that histone-bound GFP is distributed equally between the two daughter cells upon cell division. Further, the cells with the top 10% brightness were localized to RZ at the top of the growth plate; while there were 27 cells in this given column of chondrocytes, the three brightest cells (374,012; 343,652; 264,697) were localized to RZ (Figure 1b, center panel, arrowheads). Thus, based on these quantitative histological data, we designated the cells with the top 10% brightness as LRCs.

### Col2-Q system: a double-color quadruple transgenic strategy to identify LRCs in the growth plate

To circumvent the technical issues associated with the leakiness of H2B-EGFP in non-chondrocytes, we further included a *Col2a1-creER* transgene that activates an *R26R-tdTomato* reporter in a tamoxifen-dependent manner, as a means to specifically mark growth plate chondrocytes (Chen et al., 2007; Nagao et al., 2016). We generated quadruple homozygous transgenic mice – ‘Col2-Q’ mice: *Col2a1-tTA; TRE-H2B-EGFP; Col2a1-creER; R26R-tdTomato* (Figure 2a) and treated these mice with tamoxifen (4 mg) twice shortly before analysis (3 and 2 days before analysis, ‘short protocol’) to obtain Col2a1-creER-tdTomato^+^ cells (hereafter, Col2^CE^-tdT^+^ cells). After the pulse-chase protocol with doxycycline, LRCs are expected to be identified as cells with green nuclei with the highest brightness and red cytoplasm, which are localized in the resting zone of the growth plate (Figure 2b,c).

**Figure 2.**
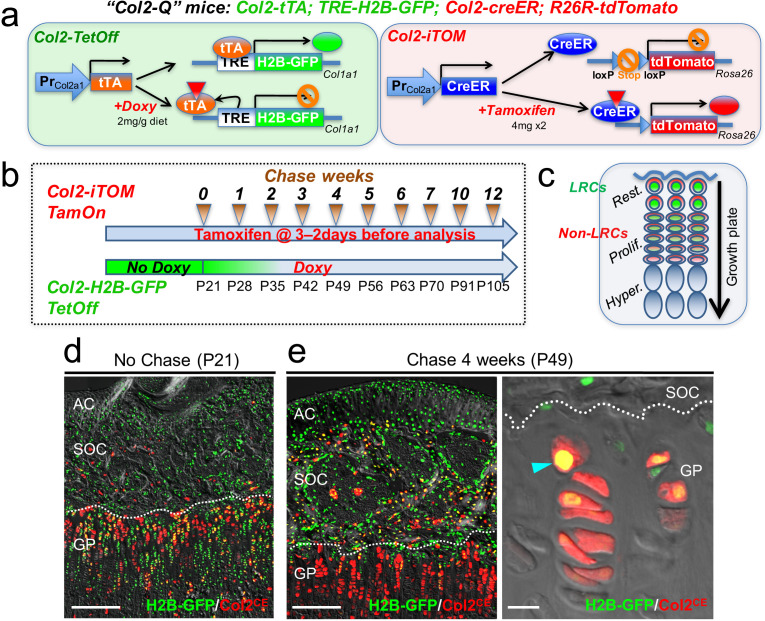
Col2-Q system: a double-color genetic label-retaining strategy to identify and isolate slow-cycling chondrocytes of the growth plate. (**a**) ‘Col2-Q’ quadruple transgenic system composed of two chondrocyte-specific bigenic Col2-Tet-Off (*Col2a1-tTA; TRE-H2B-EGFP*) and Col2-iTOM (*Col2a1-creER; R26R-tdTomato*) systems. H2B-EGFP expression can be shut off by doxycycline diet (2 mg/g diet), while tdTomato expression can be induced by two doses of tamoxifen (4 mg) administered shortly prior to analysis (3 and 2 days before). (**b**) Experimental design to identify label-retaining chondrocytes (LRCs) in the growth plate. Col2-Q mice are fed with doxycycline (Doxy) starting from postnatal day (**P**) 21 (Chase). The mice are analyzed after the indicated number of weeks; at each time point, two doses of tamoxifen are administered shortly before analysis to induce tdTomato expression. (**c**) Diagram for predicted outcomes. LRCs are expected to retain green nuclei with red cytoplasm and located at the resting zone. Non-LRCs have increasingly dilute levels of H2B-GFP as they become proliferative and further differentiated. Rest.: resting zone, Prolif.: proliferating zone, Hyper.: hypertrophic zone. (**d,e**) Col2-Q distal femur growth plates with tamoxifen injection shortly before analysis. (**d**): No chase, without Doxy at P21. (**e**): After 4 weeks of chase, on Doxy for 4 weeks at P49, right panel: high-power confocal image. Arrowhead: label-retaining chondrocytes. AC: articular cartilage, SOC: secondary ossification center, GP: growth plate. Dotted line: border between growth plate and secondary ossification center. Blue: DAPI, gray: DIC. Scale bars: 500 µm, 20 µm (fluorescent scope in **e**).

First, we analyzed Col2-Q mice at P21 without doxycycline (‘No Chase’). A great majority of cells in the epiphysis, including those in the growth plate and the secondary ossification center, but not as many on the articular surface, were H2B-EGFP^high^ (Figure 2d, cells with green nuclei). This short protocol of tamoxifen injection marked a great number of chondrocytes in the growth plate, but a much fewer number of cells in the articular cartilage (Figure 2d), indicating that this double-color strategy can effectively identify H2B-EGFP^high^growth plate chondrocytes at this stage. Second, Col2-Q mice were fed with doxycycline from P21 to shut off new H2B-EGFP synthesis for 4 weeks (chase) and were then treated with the short protocol of tamoxifen injection After the chase, LRCs were identified at a specific location near the top of the growth plate in the resting zone, retaining a higher level of H2B-EGFP signal (Figure 2e, left panel). In addition, most of these H2B-EGFP^high^ cells in the growth plate were simultaneously marked as Col2^CE^-tdT^+^ (Figure 2e, right panel, arrowhead). While chondrocytes with the brightest H2B-GFP signal were localized to the resting zone, their descendants showed increasingly diluted H2B-EGFP signals as they progressed toward the proliferating and pre-hypertrophic zones (Figure 1b, Figure 2e, right panel). Therefore, our Col2-Q quadruple transgenic strategy can effectively mark LRCs primarily in the resting zone of the postnatal growth plate.

### A protocol to preferentially isolate growth plate chondrocytes from postnatal epiphyses

We next established a protocol to harvest chondrocytes from the postnatal growth plate. We manually removed epiphyses from four long bones (bilateral distal femurs and proximal tibias [Figure 3a, top panel, shown is a dissected epiphysis from a tibia]). With this protocol, the growth plate was sheared at the hypertrophic layer with the remainder attached to the epiphysis. First, we quantified Col2a1^CE^-tdT^+^ cells at P49 with tamoxifen injection at 2 and 3 days prior to dissection. Importantly, we observed a significantly fewer number of Col2a1^CE^-tdT^+^ chondrocytes in the articular surface compared to those in the growth plate at P49 (Figure 3a,b, ; Figure 3—source data 1; GP=1,315.0±171.2 cells; AC=79.1±50.3 cells, *n*=nine mice [p<0.0001]), consistent with the previous finding that *Col2a1-creER* preferentially marks growth plate chondrocytes in adulthood (Nagao et al., 2016). Therefore, our short-chase tamoxifen protocol with *Col2a1-creER* enables preferential labeling of growth plate chondrocytes in adulthood.

**Figure 3.**
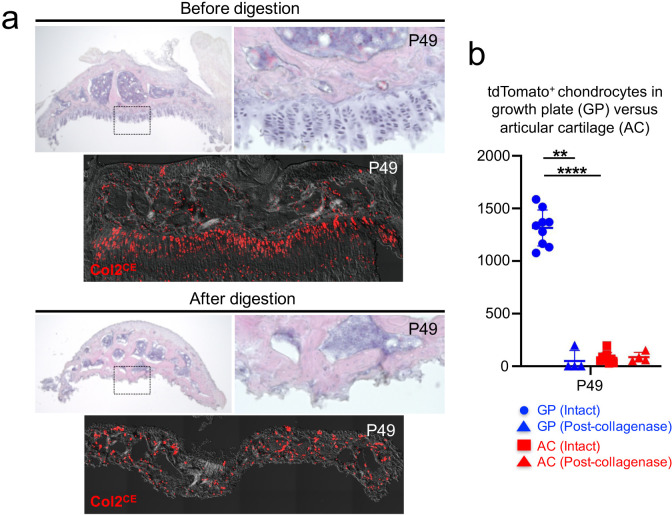
A protocol to preferentially isolate growth plate chondrocytes from postnatal epiphyses. (**a**) Representative epiphyses of *Col2a1-creER; R26R-tdTomato* proximal tibia at P49, before (upper) and after (lower) serial collagenase digestions. (Top panels): H and E staining, (bottom panels): tdTomato epifluorescence. Red: tdTomato, gray: DIC. (**b**) Quantification of tdTomato^+^ chondrocytes in growth plate (GP) and articular cartilage (AC) before and after collagenase digestion. Blue: GP, red: AC. *n*=nine mice (Intact), *n*=four mice (Post-collagenase). **p<0.01, ****p<0.0001. Mann-Whitney’s *U*-test. Data are represented as mean ± s.d. Figure 3—source data 1.Quantification of tdTomato^+^chondrocytes in growth plate (GP) and articular cartilage (AC) before and after collagenase digestion.

Second, we digested dissected epiphyses serially with collagenase to release these cells into single-cell suspension. Five rounds of digestion completely liberated cells from the growth plate, while cells on the articular surface were largely undigested (Figure 3a). We further sought to determine whether collagenase digestion enables the preferential isolation of growth plate chondrocytes. To this end, we quantified Col2a1^CE^-tdT^+^ cells in the growth plate and articular surface before and after collagenase digestion at P49 (Figure 3b). We found a significant reduction in Col2a1^CE^-tdT^+^ chondrocytes in the growth plate after collagenase digestion (Before: GP=1,315.0±171.2, After: GP=49.8±45.2, *n*=9 [before], *n*=4 [after] mice [*p*=0.003]). In contrast, there was no change in the number of Col2a1^CE^-tdT^+^ chondrocytes in the articular cartilage following collagenase digestion (Before: AC=79.1±50.3, After: AC=85.8±45.2, *n*=9 [before], *n*=four mice [after] [*p*=0.939]). Based on this data, we further enumerated the percentage of growth plate chondrocytes among total Col2a1^CE^-tdT^+^ cells dissociated from the dissected epiphyses. In fact, growth plate chondrocytes account for essentially all of Col2a1^CE^-tdT^+^ cells (99.1 ± 1.4% of Col2a1^CE^-tdT^+^ cells, *n*=four mice). Therefore, these data demonstrate that our microdissection and enzymatic dissociation approach allows us to selectively harvest Col2a1^CE^-tdT^+^ chondrocytes from the postnatal growth plate.

### A flow cytometry-based identification and isolation of LRCs from Col2-Q mice

Subsequently, we used a flow cytometry-based approach to analyze single cells dissociated from the Col2-Q postnatal growth plate at sequential time points before and after the chase, particularly in a CD45-negative non-hematopoietic fraction. Col2a1^CE^-tdT^+^ cells were clearly distinguishable from unlabeled cells at all time points investigated (Figure 4a). Before the chase started at P21 (therefore without doxycycline feeding), 86.4 ± 5.0% of Col2a1^CE^-tdT^+^ cells retained >10^4^ units of H2B-EGFP (Figure 4a, leftmost panel). The fraction of a label-retaining population (GFP^high^, retaining >10^4^ unit of H2B-EGFP signal) within a Col2^CE^-tdT^+^ population gradually decreased as the chase period extended (Figure 4a,b). These plots fit into a non-linear decay curve (Y0: 86.5 ± 1.3%; Plateau: 2.6 ± 0.9%; T^1/2^=0.99~1.18 week) (Figure 4c, Figure 4—source data 1). Virtually no GFP^+^ cells were observed in the absence of a Col2a1-tTA transgene (Figure 4b, magenta line), while levels of GFP^+^ cells were maintained from five to ten weeks of chase (Figure 4b, orange and teal lines). Therefore, these findings demonstrate that LRCs can be effectively identified and isolated from postnatal Col2-Q growth plates by combined microdissection, enzymatic digestion and flow cytometry-based approaches.

**Figure 4.**
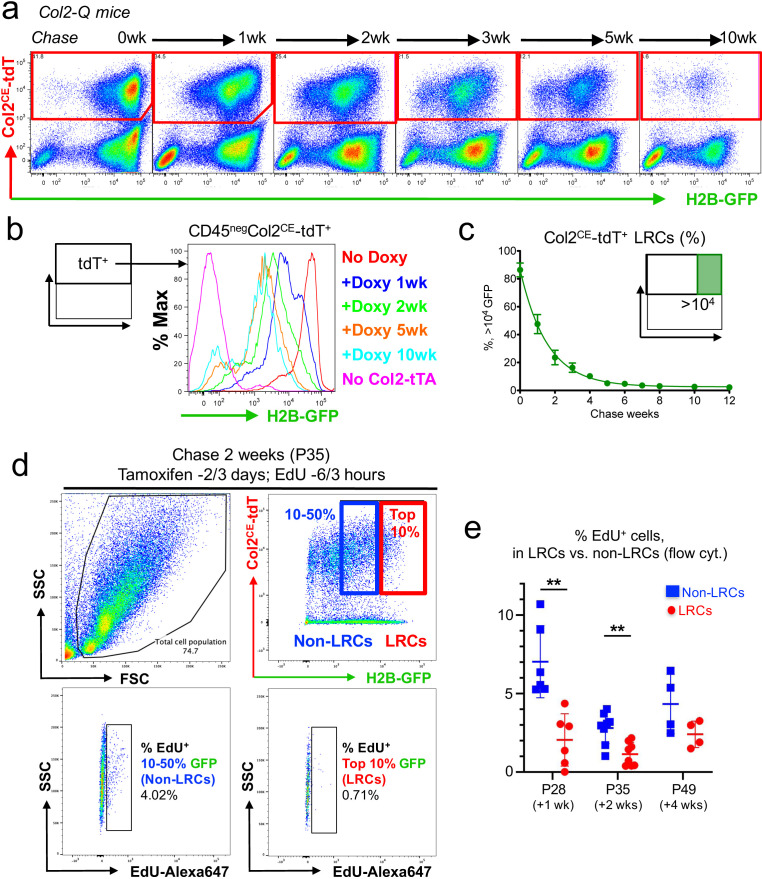
A flow cytometry-based identification and isolation of LRCs from Col2-Q mice. (**a–c**) Flow cytometry analysis of dissociated Col2-Q growth plate cells. (**a**): Pseudo-color plots of CD45^neg^ cells at the indicated number of weeks in chase. Red gates: Col2a1-creER/tdTomato^+^ (Col2^CE^-tdT^+^) cells. (**b**): Histogram of CD45^neg^Col2^CE^-tdT^+^ cells showing the distribution of H2B-EGFP^+^ cells as the percentage of the maximum count. Red line: P21 (No Doxy), blue line: P28 (+Doxy 1wk), green line: P35 (+Doxy 2wk), orange line: P56 (+Doxy 5wk), light blue line: P91 (+Doxy 10wk), pink line: No Col2-tTA control at P21. (**c**): Percentage of >10^4^ H2B-EGFP^+^ LRCs among total Col2^CE^-tdT^+^ cells. *x* axis: weeks in chase, *y* axis: % of cells > 10^4^ unit of GFP. *n*=nine mice (0 week, 1 week), *n*=seven mice (2 weeks, 5 weeks), *n*=six mice (3 weeks, 4 weeks), *n*=five mice (6 weeks) and *n*=three mice (7 weeks, 8 weeks, 10 weeks, 12 weeks). Data are presented as mean ± s.d. (**d**) Flow cytometry analysis of cell proliferation in LRCs and Non-LRCs of Col2-Q growth plates at P35, with EdU administration shortly before analysis (6 and 3 hr prior to sacrifice). LRCs are defined as Col2^CE^-tdT^+^ cells with the top 10 percentile H2B-GFP brightness (red box), while Non-LRCs are defined as Col2^CE^-tdT^+^ cells with 10–50 percentile H2B-GFP brightness. Top left panel: forward/side scatter plot, top right panel: CD45-eFlour450^neg^ fraction. Bottom panels: EdU-Alexa647 (*x* axis) signal of LRCs (right) and Non-LRCs (left). (**e**) Quantification of % EdU-Alexa647^+^ cells among LRCs and non-LRCs, harvested from Col2-Q growth plates at P28 (+1 week; *n*=six mice), P35 (+2 weeks; *n*=eight mice) and P49 (+4 weeks; *n*=four mice). **p<0.01. Mann-Whitney’s *U*-test. Data are represented as mean ± s.d. Figure 4—source data 1.Percentage of >10^4^H2B-EGFP^+^LRCs among total Col2^CE^-tdT^+^cells. Figure 4—source data 2.Quantification of % EdU-Alexa647^+^cells among LRCs and non-LRCs.

**Figure 4—figure supplement 1.**
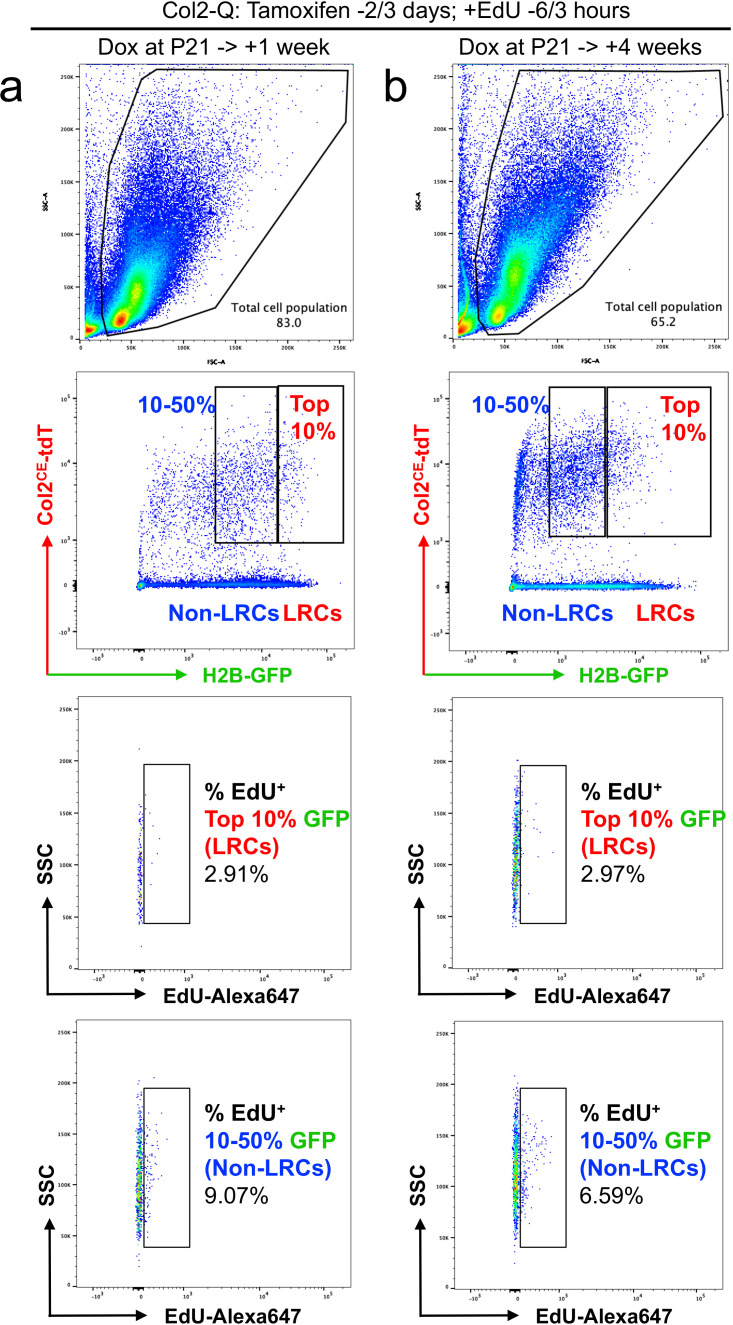
A flow cytometry-based approach to define cell proliferation of LRCs and Non-LRCs. Flow cytometry-based approach to define EdU incorporation of Non-LRCs (blue) and LRCs (red), following 1 week (**a**) and 4 weeks (**b**) of doxycycline feeding in Col2-Q mice. These mice were treated with two doses of EdU shortly before sacrifice (6 and 3 hr prior to sacrifice).

We next set out to define whether LRCs isolated in single-cell suspension are characterized by slow-cycling nature therefore less mitotic activities. To this end, we quantitatively evaluated Col2a1^CE^-tdT^+^ cells for EdU incorporation by flow cytometry. To this end, Col2-Q mice were fed with doxycycline for 1, 2, and 4 weeks and treated with tamoxifen twice at 3 and 2 days before analysis. These mice were pulsed with two doses of EdU shortly before analysis, at 6 and 3 hr prior to sacrifice. Actively proliferating cells incorporating EdU were fluorescently marked by Click-iT Plus Alexa 647 Flow Cytometry kit. We quantified the percentage of EdU-Alexa647^+^ cells among LRCs (cells with top 10% H2B-EGFP brightness) and non-LRCs (cells with 10–50% H2B-EGFP brightness). Non-LRCs were significantly enriched for EdU^+^ cells, both at 1 week and 2 weeks of chase (EdU^+^ cells, 1 week: 2.04 ± 1.67% of LRCs; 7.04 ± 2.30% of non-LRCs, *n*=six mice [p=0.002]; 2 weeks: 1.13 ± 0.74% of LRCs; 2.80 ± 1.00% of non-LRCs, *n*=eight mice [p=0.047]) (Figure 4d,e left and middle, Figure 4—figure supplement 1a, ; Figure 4—source data 2e). We also found a trend that non-LRCs were enriched for EdU^+^ cells at 4 weeks of chase, although not statistically significant (EdU^+^ cells, 2.40 ± 0.85% of LRCs; 4.34 ± 1.89% of non-LRCs, *n*=four mice [p=0.200] (Figure 4e, right, Figure 4—figure supplement 1b, Figure 4—source data 2e)). Therefore, LRCs are relatively resistant to EdU incorporation, denoting their relatively quiescent status.

### A comparative RNA-seq analysis reveals a unique molecular signature of LRCs

Subsequently, we isolated slow-cycling chondrocytes using fluorescence-activated cell sorting (FACS) at a 4-week-chase time point, when the GFP^high^ label-retaining fraction (>10^4^ unit) was sufficiently enriched (Figure 4c). In this experiment, LRCs were defined as GFP^high^ cells retaining H2B-EGFP signal at the top 10% brightness (*x* > 10^4^ unit), whereas non-LRCs were defined as other GFP^mid-low^ cells (10^3^ < *x* < 10^4^ unit). Cells were collected from multiple littermate mice for each of three independent experiments. 

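Each of the 3 experiments gave 1 LRC library and 1 non-LRC library, so that the 6 libraries formed 3 pairs. The Col2-Q mice were 49 days old and had been fed doxycycline for 4 weeks from P21, which shuts off H2B-EGFP transcription so that dividing cells dilute the label. For each dose of tamoxifen, the paper gives 4 mg in its results and 2 mg in its methods. The non-LRC gate is given in units of H2B-EGFP brightness in the results and as percentiles in the methods. The sample labels state about 10000 cells for each LRC library and about 50000 for each non-LRC library. Complementary DNA was amplified from the total RNA of CD45-negative cells and sequenced as single-end reads, and the labels name another HiSeq model and kit than the paper's methods. The authors aligned the reads to mm10 (GRCm38) with TopHat and Bowtie2 and counted non-ambiguously mapped reads per gene with HTSeq. They deposited, for 23159 genes, these raw counts, the counts divided by DESeq2 size factors, and rlog values (DESeq2's regularized log2 transformation). Total counts in experiments 1, 2 and 3 were 129559872, 18943789 and 43002226 in LRCs (median 43002226) and 110269738, 37369969 and 47422666 in non-LRCs (median 47422666). The LRC library of experiment 2 was the smallest, and in it 1 count was worth 0.0478 CPM (counts per 1000000 counts), against 0.00856 CPM in the LRC library of experiment 1. A count of 0 in it allowed up to 0.143 CPM, the value of 3 counts. Such limits cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. Of the genes tested, 1731 had 0 counts in that library, against 4 to 365 in each of the other 5 libraries. *Col2a1* took between 7.00% and 17.4% of the counts of each library.

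The raw counts were analysed with edgeR's quasi-likelihood test after TMM normalization, with the experiment as a block, following the paired model in the paper's methods. The test covered the 13728 genes that passed edgeR's filter on low counts. DEGs were genes with a Benjamini-Hochberg adjusted p below 0.05 and a fold change of at least 2. Positive log2 fold changes are higher in LRCs. Levels are given as TMM-normalized CPM, and the change within an experiment as the difference in log2 CPM between its LRC and non-LRC libraries.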

To assess RNA quality, we conducted an RNA Integrity Number (RIN) assay (Schroeder et al., 2006) from total RNAs isolated from LRCs and non-LRCs. Cellular RNA levels from each population had sufficient quality for downstream application (RIN>8.0), which were further subjected to amplification and deep sequencing. An unsupervised clustering analysis demonstrated that LRCs and non-LRCs biological triplicate samples each clustered together (Figure 5a), indicating that slow-cycling chondrocytes in the postnatal growth plate possess a biologically unique pattern of transcriptomes compared to more rapidly diving non-LRCs. 

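The deposited rlog values of the 500 genes with the largest SD across the 6 libraries were clustered with Pearson correlation distance and average linkage, which the paper's methods name. The paper's legend describes its heatmap as one of top DEGs, and its methods rank genes by SD, so the genes clustered here, ranked among all genes, may not be those of the paper. When the tree was divided into 2 branches, the LRC library of experiment 2 stood alone and the other 5 libraries formed the second branch, so that the branches did not follow the groups. Matched to the groups as well as possible, 4 of the 6 libraries fell in the branch of their group, the 3 non-LRC libraries and the LRC library that stood alone. Across these genes, which are not independent replicates, Pearson's r was 0.954 between the LRC libraries of experiments 1 and 3. The LRC library of experiment 2 had r of 0.763 and 0.786 with these libraries and 0.836 with the non-LRC library of its own experiment. Among the non-LRC libraries r was between 0.866 and 0.927, and between an LRC and a non-LRC library it was between 0.651 and 0.870. The same 2 branches formed with the 2000 genes of largest SD, with all genes of mean rlog above 5, with Ward linkage and with log2 CPM of the raw counts. With the 100 genes of largest SD, all 6 libraries fell with their own group. They also did so with the 500 genes of largest SD among the 1692 with an adjusted p below 0.05 under DESeq2 at any fold change. That set was chosen after seeing the data and made of genes selected for differing between the groups. Without experiment 2, all 4 remaining libraries fell with their own group.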

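In the paired edgeR fit, 176 genes had an adjusted p below 0.05, and 166 of these passed the threshold on fold change. Of the 166 DEGs, 120 were upregulated in LRCs and 46 in non-LRCs. An unadjusted p below 0.05 was found for 2529 genes. The count depended on the method. Without the block for the experiment, the same test called 1 gene. DESeq2 with the block, the tool named in the paper's methods, called 799 DEGs, 427 upregulated in LRCs and 372 in non-LRCs, and these held 164 of the 166 DEGs. Leaving out experiment 2 raised the count under edgeR to 555, of which 158 were among the 166. Leaving out experiment 1 lowered it to 35, of which 30 were among the 166.

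*Spock1*, a proteoglycan gene on chromosome 13 (57421195 to 57908332), averaged 80.5 ± 28.2 CPM in LRCs and 6.42 ± 2.83 CPM in non-LRCs (mean ± s.d., *n*=3 libraries each). Its log2 fold change was 3.69 (standard error 0.20, adjusted p = 0.0103, edgeR). *Angptl1* (4.79), *Cacna1e* (3.82) and *Abi3bp* (3.73) also had log2 fold changes among the 5 largest of the DEGs upregulated in LRCs that had at least 10 counts in every LRC library. *Panx3*, which encodes a pannexin channel and lies on chromosome 9 (37659902 to 37669235), averaged 25.2 ± 30.2 CPM in LRCs and 283 ± 183 CPM in non-LRCs. It had the largest fitted change of the DEGs upregulated in non-LRCs under the same rule, with a log2 fold change of -4.01 (standard error 0.36, adjusted p = 0.0177, edgeR). *Ppa1*, *Cox4i2* and *Cav3* (-2.80) followed. *Cacna1e* and *Cav3* were no longer DEGs after a correction for GC content and gene length that was chosen after seeing the data, and *Angptl1*, *Cacna1e* and *Cav3* were not DEGs without experiment 1.

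**Figure D1:**
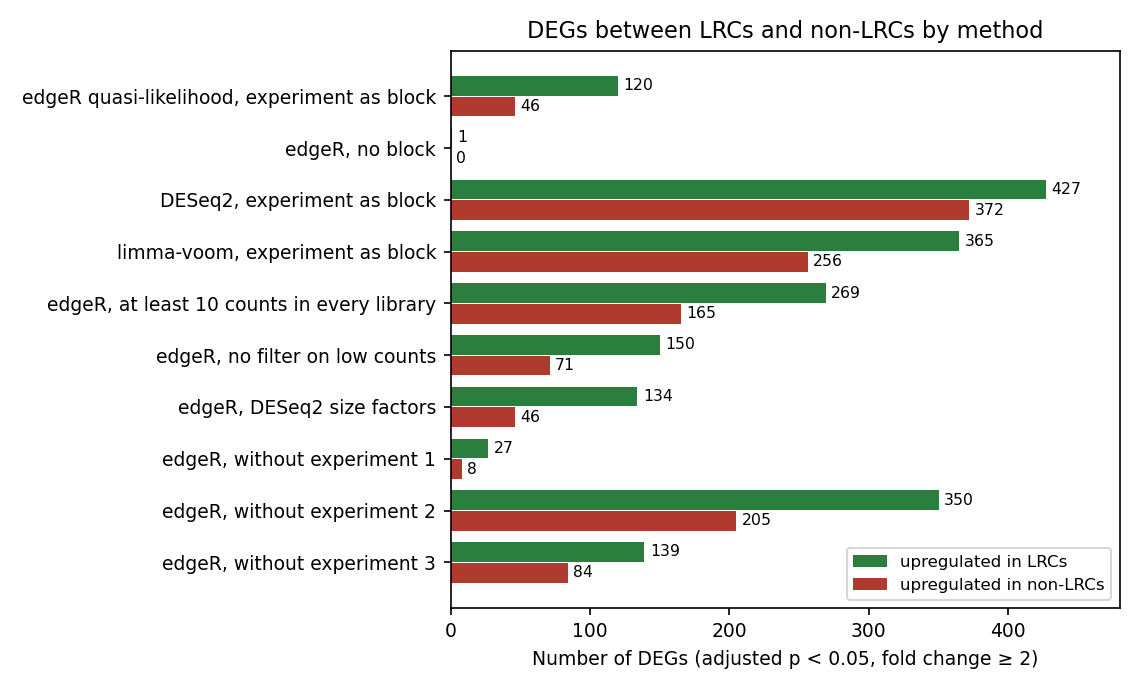
Number of DEGs (horizontal axis) upregulated in LRCs (green) and in non-LRCs (red) under each method (vertical axis), with an adjusted p below 0.05 and a fold change of at least 2. The edgeR fit with the experiment as a block gave 120 and 46 DEGs, DESeq2 with the block gave 427 and 372, and edgeR without the block gave 1 and 0.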

Analyses of differentially expressed genes (DEGs) revealed that 799 genes were differentially expressed between the two groups (fold change ≥ ± 2), of which 427 and 372 genes were upregulated in LRCs and non-LRCs, respectively (Figure 5b, Supplementary File 1).

**Figure 5.**
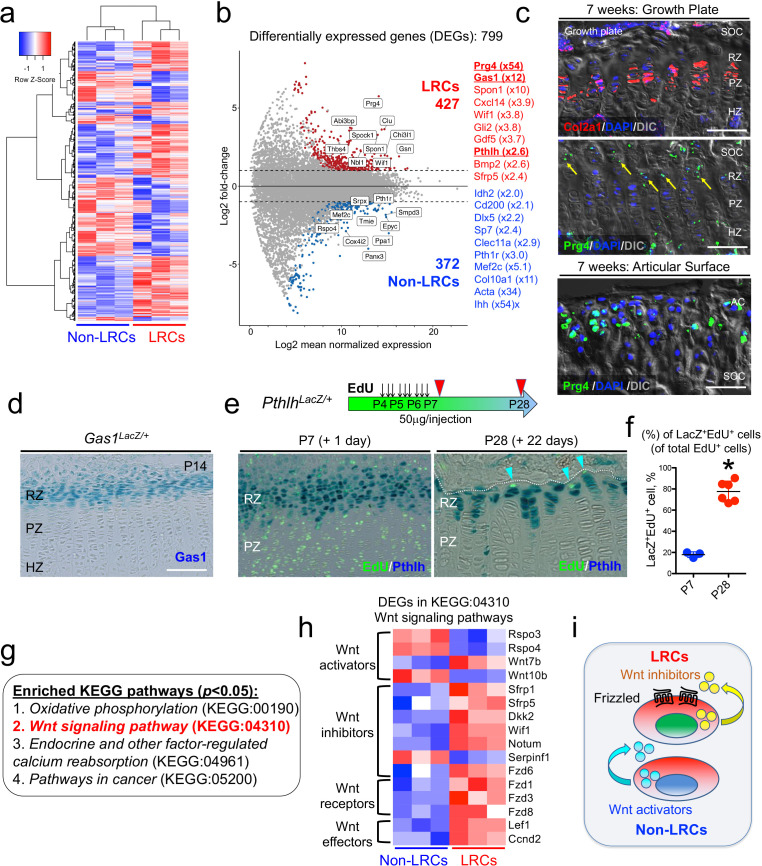
Unique molecular signature of label-retaining chondrocytes (LRCs) in the postnatal growth plate. (**a**) Comparative RNA-seq analysis of LRCs and non-LRCs. Heatmap of top 500 differentially expressed genes (DEGs) with hierarchical clustering, between isolated non-LRCs and LRCs. (**b**) MA plot (Log2 fold change) of differentially expressed genes (DEGs) between isolated non-LRCs (372 total) and LRCs (427 total) with representative upregulated genes in each cell population. (**c**) Fluorescent RNAscope in situ hybridization analysis of *Col2a1* and *Prg4* mRNA in growth plate (top) and articular surface (bottom) at 7 weeks of age. SOC: secondary ossification center, RZ: resting zone, PZ: proliferating zone, HZ: hypertrophic zone. Blue: DAPI, red: *Col2a1,* green: *Prg4*, gray: DIC. Scale bar 100 µm. (**d**) *Gas1^LacZ/+^* distal femur growth plates at P14. Scale bar: 100 µm. (**e,f**) *Pthlh^LacZ/+^* distal femur growth plates with EdU administration, serially pulsed nine times between P4 and P6. (e, left panel): Immediately after the pulse at P7. (e, right panel): After 22 days of chase at P28. Arrowheads: EdU label-retaining LacZ^+^ cells. RZ: resting zone, PZ: proliferating zone. Scale bars: 100 µm. (**f**): The percentage of LacZ^+^EdU^+^ cells among total EdU^+^ cells, at P7 (*n*=three mice) and P28 (*n*=six mice). *p<0.05, Mann-Whitney’s *U*-test. Data are represented as mean ± s.d. (**g**) Enriched KEGG pathway terms (*p*<0.05) based on 799 differentially expressed genes (DEGs). (**h**) Heatmap of differentially expressed genes (DEGs) related to KEGG:04310 (canonical Wnt/β-Catenin signaling pathway). The DEGs were further classified by their functions (e.g. Wnt activators, Wnt inhibitors, Wnt receptors and Wnt effectors). (**i**) Schematic diagram of Wnt activation and inhibition in non-LRCs and LRCs, respectively. Figure 5—source data 1.The percentage of Pthlh-LacZ^+^EdU^+^cells among total EdU^+^cells.

**Figure 5—figure supplement 1.**
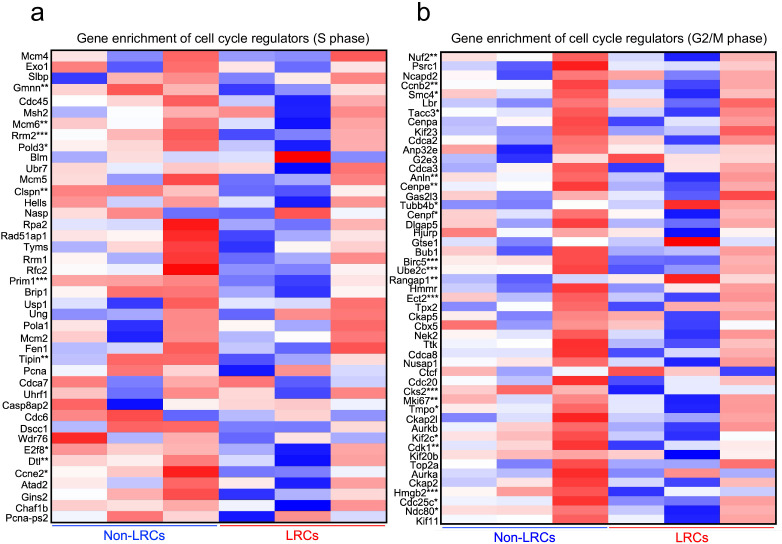
A comparative RNA-seq analysis of S and G2/M phase cell cycle regulators in LRCs and non-LRCs. Heatmap of 42 genes for S phase (**a**) and 52 genes for G2/M (**b**) phase cell cycle regulators, between isolated non-LRCs and LRCs. *p<0.05, **p<0.01, ***p<0.001 Mann-Whitney’s *U*-test.

**Figure 5—figure supplement 2.**
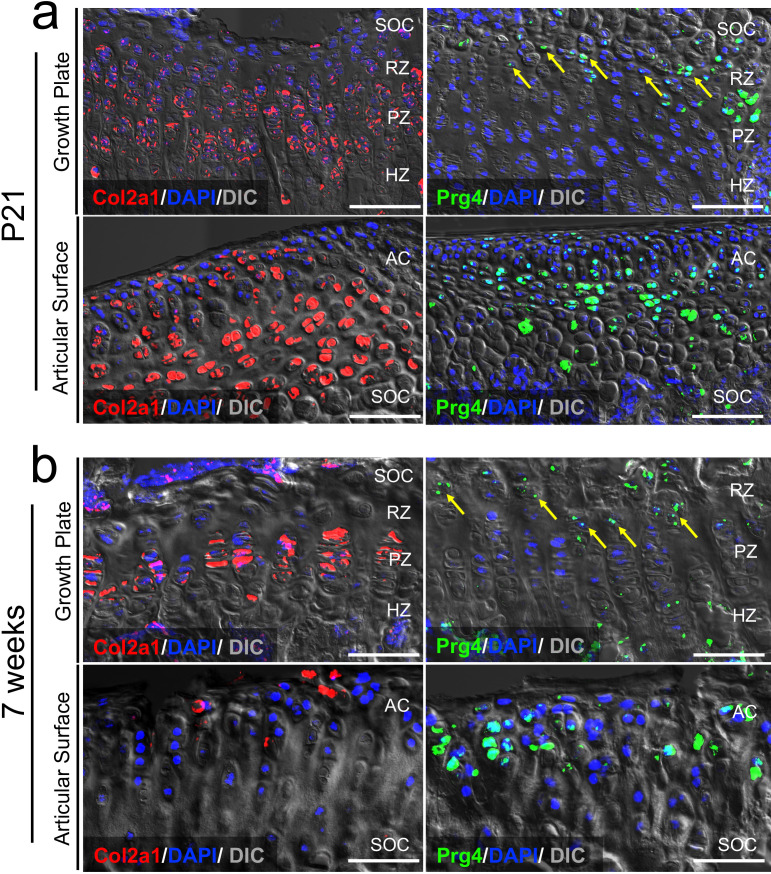
An RNAscope analysis of *Col2a1* and *Prg4* expression in postnatal growth plate and articular cartilage. Fluorescent RNAscope in situ hybridization analysis of *Col2a1* (red) and *Prg4* (green) mRNA in growth plate (GP) and articular cartilage (AC) at P21 (**a**) and 7 weeks (**b**). RZ: resting zone, PZ: proliferating zone, HZ: hypertrophic zone, AC: articular cartilage, SOC: secondary ossification center. Red: *Col2a1*, Green: *Prg4*, Blue: DAPI, Gray: DIC. Scale bar 100 µm.

Representative genes upregulated in LRCs included known markers for resting chondrocytes, such as *Pthlh* (also known as *Pthrp*, x2.6) (Chen et al., 2006) and *Sfrp5* (x2.4); (Chau et al., 2014; Lui et al., 2010) in addition to novel markers, such as *Gas1* (x12), *Spon1* (x10), and *Wif1* (x3.8). Similarly, representative genes upregulated in non-LRCs included both known and novel markers for proliferating and pre-hypertrophic chondrocytes, such as *Ihh* (St-Jacques et al., 1999) (x54), *Col10a1* (Gu et al., 2014) (x11), *Mef2c* (Arnold et al., 2007) (x5.1), *Pth1r* (Hirai et al., 2011) (x3.0), *Sp7* (Nakashima et al., 2002) (x2.4), and *Dlx5* (Robledo et al., 2002) (x2.2) as well as *Clec11a* (Yue et al., 2016) (x2.9) and *Cd200* (Etich et al., 2015) (x2.1). Moreover, a number of genes encoding S and G2/M phase cell cycle regsulators were significantly enriched in non-LRCs, highlighting the mitotically active nature of non-LRCs (Figure 5—figure supplement 1a,b). Therefore, these identified enriched genes support the precision and accuracy of comparative RNA-seq analysis of LRCs and non-LRCs isolated by cell sorting from the growth plate.

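*Pthlh* lies on chromosome 6 (147252101 to 147264183) and averaged 144 ± 65.8 CPM in LRCs and 54.6 ± 22.0 CPM in non-LRCs (mean ± s.d., *n*=3 libraries each), a fitted fold change of 2.62. It was higher in LRCs by 0.97, 1.55 and 1.65 on the log2 scale in experiments 1, 2 and 3 (log2 fold change 1.39, standard error 0.19, adjusted p = 0.0386, edgeR). *Sfrp5*, on chromosome 19 (42197971 to 42202252), averaged 143 ± 30.6 CPM in LRCs and 65.7 ± 34.6 CPM in non-LRCs, a fold change of 2.40. Its change varied more between the experiments, from 0.57 in experiment 1 to 1.89 in experiment 2, and it did not pass the threshold (log2 fold change 1.26, standard error 0.27, adjusted p = 0.0835, edgeR). *Sfrp5* was a DEG under DESeq2, under limma-voom and with a filter of at least 10 counts in every library. *Gas1*, on chromosome 13 (60174405 to 60177365), had the widest spread in LRCs relative to its mean, at 67.7 ± 49.7 CPM against 4.82 ± 3.05 CPM in non-LRCs. The fold change was 11.8, and the change within the experiments lay between 2.37 and 4.45 on the log2 scale (log2 fold change 3.56, standard error 0.43, adjusted p = 0.0331, edgeR). *Spon1*, on chromosome 7 (113765998 to 114043370), averaged 571 ± 225 CPM in LRCs and 60.1 ± 28.8 CPM in non-LRCs, a fold change of 9.67 (log2 fold change 3.27, standard error 0.21, adjusted p = 0.0151, edgeR). *Wif1*, on chromosome 10 (121033960 to 121100650), was the most abundant of these genes, at 1022 ± 256 CPM in LRCs and 270.1 ± 66.8 CPM in non-LRCs, a fold change of 3.78. Its change was also the most even between experiments, from 1.82 to 2.00 on the log2 scale (log2 fold change 1.92, standard error 0.14, adjusted p = 0.0151, edgeR). Without experiment 1, *Pthlh* (1.60) and *Gas1* (3.44) kept their direction but were no longer DEGs. Without the block, none of these genes was a DEG.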

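*Ihh*, on chromosome 1 (74945315 to 74951672), had 0, 0 and 47 counts in the LRC libraries of experiments 1, 2 and 3 and 96, 43 and 420 counts in the non-LRC libraries. The counts of 0 allowed up to 0.0257 CPM in experiment 1 and 0.143 CPM in experiment 2. The fitted fold change of 40.9 in favour of non-LRCs rested on these few counts. It was 17.6 with a prior count of 2, 9.47 without the block and 541 without experiment 3, and *Ihh* did not pass the threshold (log2 fold change -5.35, standard error 1.54, adjusted p = 0.150, edgeR). *Col10a1*, on chromosome 10 (34389981 to 34397085), had 225, 3 and 3267 counts in LRCs and 1259, 600 and 13113 counts in non-LRCs, so that its levels differed more between experiments than between the groups. It was lower in LRCs in each experiment but did not pass the threshold (log2 fold change -2.95, standard error 0.69, adjusted p = 0.101, edgeR), and it passed without experiment 2 (-2.20). Without experiment 3 its log2 fold change was -4.36, and it was not a DEG. *Mef2c*, on chromosome 13 (83504034 to 83667080), averaged 10.7 ± 8.59 CPM in LRCs and 51.3 ± 34.3 CPM in non-LRCs (mean ± s.d., *n*=3 libraries each). Its change within the experiments lay between -2.68 and -2.14, much closer together than its levels (log2 fold change -2.35, standard error 0.21, adjusted p = 0.0177, edgeR). *Pth1r*, on chromosome 9 (110722085 to 110747145), averaged 147 ± 63.9 CPM in LRCs and 439 ± 169 CPM in non-LRCs (log2 fold change -1.62, standard error 0.17, adjusted p = 0.0228, edgeR). *Clec11a*, on chromosome 7 (44302687 to 44306902), averaged 139 ± 24.6 CPM and 408 ± 51.02 CPM, with a log2 fold change of -1.56 (standard error 0.20, adjusted p = 0.0363, edgeR), and was not a DEG without experiment 1 (-1.33). *Sp7* (-1.25), *Dlx5* (-1.16) and *Cd200* (-1.06) were lower in LRCs in all 3 experiments, with adjusted p = 0.203, 0.141 and 0.181 in edgeR. *Sp7* became a DEG without experiment 3 (-1.75), while its log2 fold change was -0.67 without experiment 2. All 8 of these genes were DEGs under DESeq2 with the block.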

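Of the S phase genes displayed in the figure supplement, 41 were tested. Their median log2 fold change was -0.51, 34 were lower and 7 higher in LRCs, and 21 were lower in all 3 experiments. As a list they were lower in LRCs (adjusted p = 0.00175, limma's camera with a preset inter-gene correlation of 0.01, Benjamini-Hochberg over 12 lists). Of the G2/M phase genes, 51 were tested. Their median was -0.61, 41 were lower and 10 higher in LRCs, 28 were lower and 3 higher in all 3 experiments, and the list was lower in LRCs (adjusted p = 0.000218, limma's camera). With limma's fry, which takes the correlation between genes from the data, the G2/M list was called and the S phase list was not, and with camera and an estimated correlation neither list was called. The median change in experiments 1, 2 and 3 was -0.57, -0.51 and -0.30 for the S phase genes and -0.44, -0.55 and -0.47 for the G2/M genes.

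No single gene of either list had an adjusted p below 0.05 under edgeR, over all genes tested or adjusted over the list alone. The study displayed these genes from the same samples, so the count adjusted over the list alone is not independent evidence. At an unadjusted p below 0.05, 8 S phase genes were lower in LRCs and none higher, and 12 G2/M genes were lower and 2 higher. DESeq2 with the block called 6 of the S phase and 5 of the G2/M genes as DEGs, all upregulated in non-LRCs. *Rrm2*, which encodes a subunit of ribonucleotide reductase and lies on chromosome 12 (24708241 to 24714146), averaged 45.5 ± 34.1 CPM in LRCs and 87.0 ± 34.7 CPM in non-LRCs (mean ± s.d., *n*=3 libraries each). The log2 fold change of *Rrm2* was -1.11 (standard error 0.22, adjusted p = 0.0807, edgeR). The proliferation marker *Mki67*, on chromosome 7 (135689784 to 135716361), had a log2 fold change of -1.002 (standard error 0.38, adjusted p = 0.242, edgeR). For *Top2a*, on chromosome 11 (98992943 to 99024189), no difference was detectable (log2 fold change -0.20, standard error 0.19, adjusted p = 0.633, edgeR). *Rrm2*, *Mki67* and *Top2a* were chosen after their values were seen.

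**Figure D2:**
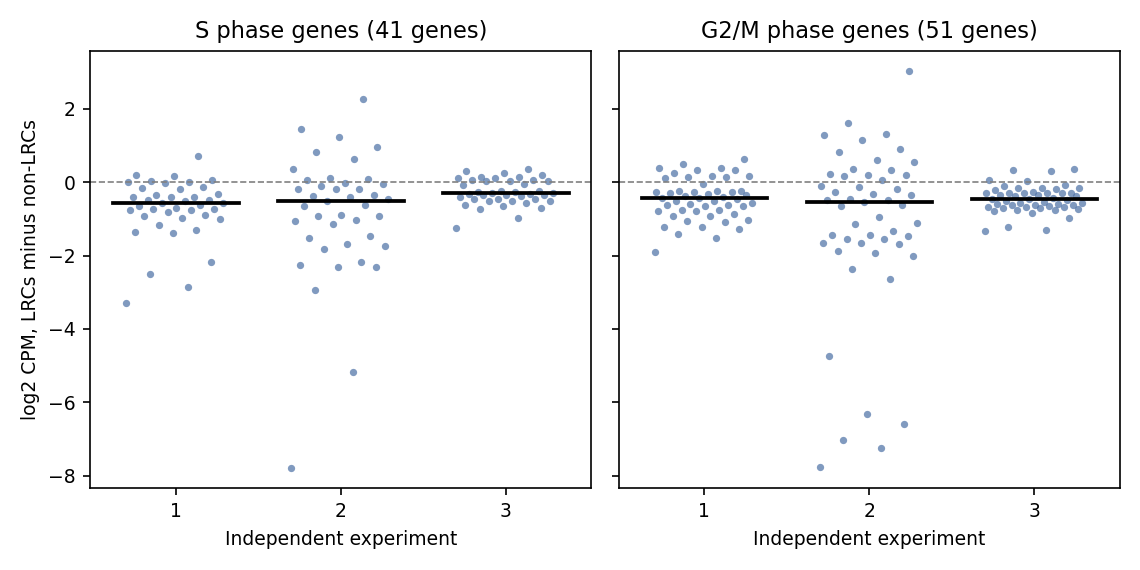
Difference in log2 CPM between LRCs and non-LRCs (vertical axis) for each of the 41 S phase genes (left) and 51 G2/M phase genes (right) in each of the 3 experiments (horizontal axis). Points are genes, black lines are medians and the dashed line marks no difference. The medians lie between -0.57 and -0.30 on the left and between -0.55 and -0.44 on the right, and the points of experiment 2 are the most spread.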

We further set out to validate the LRC markers using several independent approaches. 

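*Prg4* encodes lubricin, a secreted glycoprotein, and lies on chromosome 1 (150449412 to 150466165). It had 118775, 2290 and 37337 counts in the LRC libraries of experiments 1, 2 and 3 and 3044, 123 and 316 counts in the non-LRC libraries, or 665 ± 487 CPM in LRCs and 13.02 ± 14.3 CPM in non-LRCs (mean ± s.d., *n*=3 libraries each). Levels within each group varied widely, whereas the change within an experiment was 5.11, 5.07 and 7.09 on the log2 scale. The fitted fold change was 53.9 (log2 fold change 5.75, standard error 0.49, adjusted p = 0.0175, edgeR), the largest of the 120 DEGs upregulated in LRCs. Among the 427 DEGs that DESeq2 called upregulated in LRCs, *Prg4* ranked 15 by log2 fold change. The mean normalized count of the 14 genes above it was at most 70.9, against 17431 for *Prg4*, and 0 of the 14 were DEGs under edgeR. Of the 11 other tested genes listed as superficial articular or synovial, 7 were higher and 4 lower in LRCs, with a median log2 fold change of 0.78.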

Interestingly, the most highly upregulated gene in LRCs was *Prg4*, which is a marker for chondrocytes in the superficial layer of the articular surface (Lui et al., 2015). Chondrocytes on the superficial zone of the articular surface are morphologically similar with those at the resting zone of the growth plate (Li et al., 2017a). First, we assessed *Prg4* mRNA expressions in the growth plate and the articular cartilage using RNAscope fluorescent in situ hybridization analysis. At P21, *Prg4* mRNA was indeed found in the resting zone, at a level far fainter than that of the articular surface (Figure 5—figure supplement 2a). By 7 weeks, *Prg4* mRNA was also detected in the resting zone in a similar pattern (Figure 5c, arrows, Figure 5—figure supplement 2b, arrows). Therefore, chondrocytes of the resting zone of the postnatal growth plate express *Prg4* at a low level, supporting the validity of our comparative RNA-seq analysis. Second, we validated expression of a novel LRC marker, *Gas1*. Analysis of *Gas1-LacZ* knock-in mice (Martinelli and Fan, 2007) at P14 revealed that Gas1^+^ cells were exclusively found at the top of the growth plate corresponding to the resting zone (Figure 5d). Third, to test if PTHrP^+^ cells overlap with LRCs, we performed an EdU pulse-chase experiment by serially pulsing *Pthlh^LacZ^* knock-in mice (Chen et al., 2006; Figure 5e). Shortly after the pulse at P7, PTHrP^+^ cells were preferentially localized in an EdU-low zone, wherein 17.9 ± 2.7% of EdU^+^ cells were PTHrP^+^ (Figure 5e, left panel, and Figure 5f). After 22 days of chase at P28, a great majority of EdU-retaining cells were PTHrP^+^, wherein 77.6 ± 9.6% of EdU^+^ cells were PTHrP^+^ (Figure 5e, right panel, and Figure 5f, ; Figure 5—source data 1f). Therefore, LRCs become increasingly enriched among PTHrP^+^ chondrocytes in the postnatal growth plate. Therefore, in vivo expression patterns of three representative LRC markers – *Prg4*, *Pthlh* and *Gas1* – using in situ hybridization and knock-in reporter lines further support the validity of the gene expression profile of LRCs that accurately reflects that of the resting zone of the growth plate.

Pathway analysis of DEGs revealed significant enrichment of four KEGG terms (*p*<0.05, FDR), including *Oxidative phosphorylation* (KEGG:00190), *Wnt signaling pathway* (KEGG:04310), *Endocrine and other factor-regulated calcium reabsorption* (KEGG:04961) and *Pathways in cancer* (KEGG:05200) (Figure 5g). Notably, all DEGs annotated under the *Oxidative phosphorylation* KEGG term were upregulated in non-LRCs, highlighting a biochemically unique feature of non-LRCs undergoing active processes such as cell division and differentiation. 

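KEGG's own gene tables were not used here, and a list of 118 oxidative phosphorylation genes was compiled from gene symbols. Of the 106 that were tested, 93 were lower and 13 higher in LRCs, and 76 were lower and 4 higher in all 3 experiments. Their median log2 fold change was -0.71, with medians of -0.84, -0.62 and -0.60 in experiments 1, 2 and 3. As a list they were lower in LRCs (adjusted p = 7.7e-22, limma's camera), and the call held with fry but not with an estimated correlation in camera. Summed over the list, expression was 5654 ± 1429 CPM in LRCs and 8985 ± 1863 CPM in non-LRCs (mean ± s.d., *n*=3 libraries each). Adjusted over all genes tested, 5 of the genes had an adjusted p below 0.05 in edgeR, all lower in LRCs. *Ppa1* (-3.03), *Cox4i2* (-2.89), *Uqcrq* (-1.09) and *Atp5g1* (-1.06) were DEGs, and *Atp5c1* (-0.95) fell short of the threshold on fold change. *Uqcrq* was not a DEG after a correction for GC content and gene length that was chosen after seeing the data. Adjusted over the list alone, 65 genes were lower and 1 higher in LRCs. Under DESeq2 with the block 18 were DEGs, all of them upregulated in non-LRCs. *Ppa1* encodes an inorganic pyrophosphatase and lies on chromosome 10 (61648552 to 61674168). It averaged 168 ± 80.6 CPM in LRCs and 1287 ± 243 CPM in non-LRCs (standard error of the log2 fold change 0.23, adjusted p = 0.0151, edgeR). *Cox4i2*, which encodes an isoform of a cytochrome c oxidase subunit on chromosome 2 (152754173 to 152765037), averaged 6.98 ± 2.63 CPM in LRCs and 49.6 ± 9.93 CPM in non-LRCs (standard error of the log2 fold change 0.23, adjusted p = 0.0151, edgeR).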

Out of 21 DEGs annotated in *Wnt signaling pathway*, 16 genes were relevant to the canonical Wnt/β-catenin signaling pathways (Komiya and Habas, 2008; Figure 5h). 

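All 16 genes passed the filter on low counts, and each changed in the same direction in all 3 experiments, 12 higher and 4 lower in LRCs. Adjusted over all genes tested, 7 of the 16 were DEGs under edgeR. *Wif1*, *Notum*, *Wnt7b*, *Lef1* and *Ccnd2* were upregulated in LRCs, and *Rspo3* and *Rspo4* in non-LRCs. Adjusted over the list alone, all 16 had an adjusted p below 0.05, but the study chose the list on these samples, so this count is not independent evidence. DESeq2 with the block called all 16, limma-voom 13 and edgeR with a filter of at least 10 counts in every library 11. Without experiment 1 the count fell to 3 and without experiment 3 to 6, and without experiment 2 it rose to 10. After a correction for GC content and gene length that was chosen after seeing the data, it was 5. *Lef1*, which encodes a transcription factor of the pathway, lies on chromosome 3 (131110471 to 131224356) and averaged 101 ± 15.8 CPM in LRCs and 46.1 ± 5.44 CPM in non-LRCs (mean ± s.d., *n*=3 libraries each). The log2 fold change was 1.13 (standard error 0.15, adjusted p = 0.0381, edgeR), and *Lef1* was not a DEG without experiment 1 (1.09). *Ccnd2*, which encodes cyclin D2, lies on chromosome 6 (127125162 to 127152193) and averaged 44.0 ± 16.6 CPM in LRCs and 9.27 ± 4.64 CPM in non-LRCs. Its log2 fold change was 2.34 (standard error 0.29, adjusted p = 0.0331, edgeR).

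**Figure D3:**
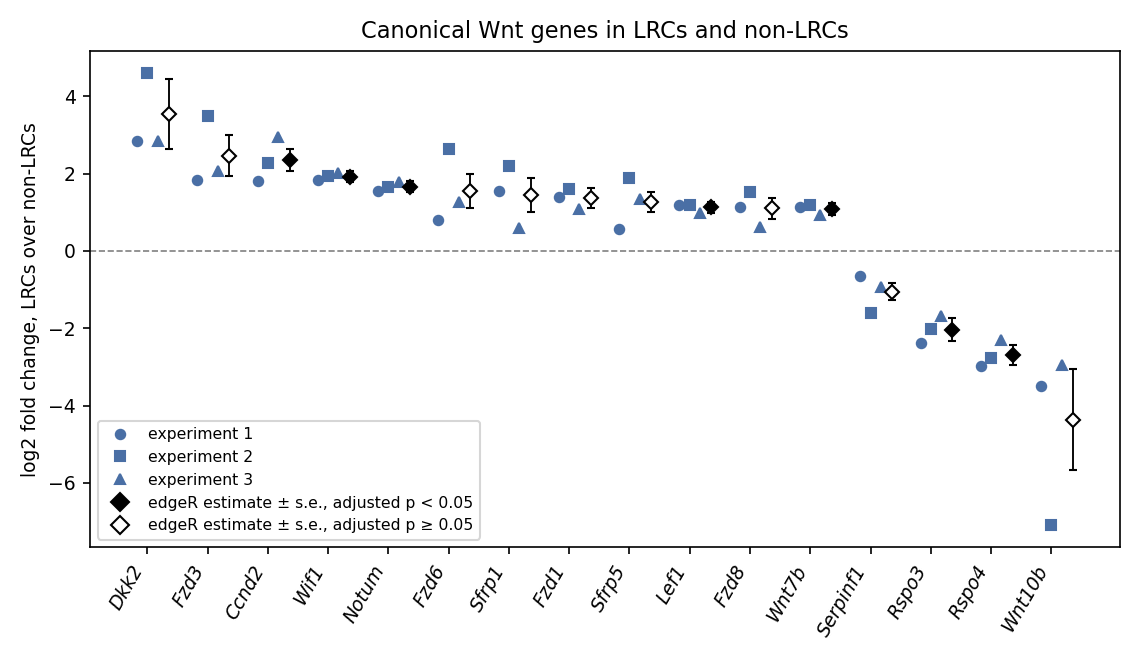
Log2 fold change between LRCs and non-LRCs (vertical axis) of the 16 canonical Wnt genes (horizontal axis). Blue symbols give the difference in log2 CPM in each of the 3 experiments, and diamonds give the edgeR estimate ± standard error, filled for the 7 genes with an adjusted p below 0.05. All 3 experiments lie above 0 for 12 genes and below 0 for 4 genes.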

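*Notum*, which encodes a secreted carboxylesterase, lies on chromosome 11 (120653788 to 120661175). It averaged 298 ± 36.3 CPM in LRCs and 95.1 ± 17.1 CPM in non-LRCs (mean ± s.d., *n*=3 libraries each), and its change within the experiments lay between 1.56 and 1.77 on the log2 scale (log2 fold change 1.66, standard error 0.14, adjusted p = 0.0174, edgeR). *Sfrp1*, on chromosome 8 (23411502 to 23449632), was expressed at a lower level, 11.7 ± 4.89 CPM in LRCs and 4.13 ± 0.925 CPM in non-LRCs. It was higher in LRCs by 1.54, 2.201 and 0.58 in experiments 1, 2 and 3 and did not pass the threshold (log2 fold change 1.45, standard error 0.44, adjusted p = 0.163, edgeR). *Dkk2*, on chromosome 3 (132085292 to 132180304), had 277, 95 and 96 counts in LRCs and 31, 6 and 14 counts in non-LRCs. Its log2 fold change of 3.55 carried a standard error of 0.91 (adjusted p = 0.120, edgeR). *Fzd6*, on chromosome 15 (39006034 to 39038188), had a log2 fold change of 1.56 (standard error 0.44, adjusted p = 0.143, edgeR), and of 1.03 without experiment 2. *Wnt7b*, on the same chromosome (85535437 to 85582473), averaged 88.8 ± 23.5 CPM in LRCs and 41.3 ± 7.87 CPM in non-LRCs. It was a DEG (log2 fold change 1.09, standard error 0.15, adjusted p = 0.0440, edgeR), but not without experiment 1 (1.05). *Fzd1* (1.37), *Fzd3* (2.47) and *Fzd8* (1.10) were higher in LRCs in all 3 experiments and did not pass the threshold, with adjusted p = 0.0791, 0.0891 and 0.114 in edgeR. *Fzd1* (1.25) and *Fzd3* (1.97) were DEGs without experiment 2. Each of these 8 genes was a DEG under DESeq2 with the block.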

LRCs were enriched for genes encoding Wnt inhibitors such as *Sfrp1*, *Sfrp5*, *Dkk2*, *Wif1*, *Notum* and *Fzd6*, the Wnt activator, *Wnt7b*, and Wnt receptors *Fzd1*, *Fzd3* and *Fzd8*. Conversely, non-LRCs were enriched for genes encoding Wnt activators such as *Rspo3*, *Rspo4* and *Wnt10b* (Figure 5h). Therefore, these RNA-seq analyses demonstrate that LRCs reside in a microenvironment in which inhibitors for canonical Wnt signaling are abundantly present in the milieu (Figure 5i).

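*Rspo3* and *Rspo4* encode R-spondins, secreted proteins that enhance Wnt signaling. *Rspo3*, on chromosome 10 (29452416 to 29535867), averaged 5.44 ± 2.52 CPM in LRCs and 21.1 ± 4.88 CPM in non-LRCs (mean ± s.d., *n*=3 libraries each). It was lower in LRCs in each experiment, by between -2.39 and -1.69 on the log2 scale (log2 fold change -2.04, standard error 0.29, adjusted p = 0.0440, edgeR), but was not a DEG without experiment 1 (-1.86) or without experiment 3 (-2.19). *Rspo4*, on chromosome 2 (151842927 to 151874668), averaged 5.72 ± 2.19 CPM in LRCs and 35.5 ± 4.53 CPM in non-LRCs. Its log2 fold change was -2.69 (standard error 0.26, adjusted p = 0.0177, edgeR), and it was not a DEG without experiment 1 (-2.55). *Wnt10b*, on chromosome 15 (98770712 to 98778150), had 22, 0 and 16 counts in LRCs and 252, 166 and 154 counts in non-LRCs. The LRC library of experiment 2 decided much of its fitted change, which was -4.36 with all experiments (standard error 1.31, adjusted p = 0.160, edgeR) and -3.37 without experiment 2, where it was a DEG. The fourth gene of Figure 5h that was lower in LRCs, *Serpinf1* on chromosome 11 (75409769 to 75422701), averaged 33.5 ± 5.27 CPM in LRCs and 70.3 ± 15.3 CPM in non-LRCs. It is grouped with the Wnt inhibitors in that figure (log2 fold change -1.05, standard error 0.23, adjusted p = 0.0887, edgeR). Over a list of Wnt ligands and R-spondins, 6 of the 13 tested genes were higher and 7 lower in LRCs, with a median of -0.52. The list was not called (adjusted p = 0.127, limma's camera), although fry called it lower in LRCs, as did camera without the block (-0.31) and without experiment 2 (-0.72). Its median was -0.037 without experiment 1.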

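A list of 18 secreted Wnt inhibitors had 13 genes with enough counts to be tested. Their median log2 fold change was 1.26, with 8 higher in LRCs in all 3 experiments, 5 lower overall and 3 lower in all 3 experiments. As a list they were higher in LRCs (adjusted p = 3.66e-07, limma's camera), and the call held with fry but not with an estimated correlation in camera. The median was 0.57, 0.39 and 1.33 in experiments 1, 2 and 3. From the fitted changes it was 0.31 without a filter on low counts, 0.74 with DESeq2, and 0.84, 1.01 and 0.67 without experiments 1, 2 and 3, and the list was called higher in LRCs in each of these fits. Adjusted over all genes tested, 3 of the list were DEGs, and adjusted over the list alone 6 were higher and 1 lower in LRCs. The 7 tested genes of the list outside Figure 5h were not called (median -0.29, 3 higher and 4 lower in LRCs). They were analysed apart after the values were seen. The third DEG beside *Wif1* and *Notum* was one of these 7, *Igfbp4* on chromosome 11 (99041244 to 99054392), at 47.0 ± 26.3 CPM in LRCs and 7.79 ± 3.57 CPM in non-LRCs (mean ± s.d., *n*=3 libraries each). Its log2 fold change was 2.51 (standard error 0.22, adjusted p = 0.0175, edgeR). From the higher expression of genes for Wnt inhibitors in LRCs and of genes for Wnt activators in non-LRCs, the paper concludes that LRCs reside in an environment where inhibitors of canonical Wnt signaling are abundant.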

### Activation of canonical Wnt signaling impairs formation, expansion and differentiation of PTHrP^+^ resting chondrocytes

We next set out to define how canonical Wnt signaling regulates slow-cycling chondrocytes of the postnatal growth plate. For this purpose, we activated Wnt/β-catenin signaling in PTHrP^+^ resting chondrocytes by conditionally inducing haploinsufficiency of *adenomatous polyposis coli (Apc)*, which is a critical component of the β-catenin degradation complex, using a *Pthlh-creER* (Mizuhashi et al., 2018) line and *Apc*-floxed allele (Cheung et al., 2010), and simultaneously traced the fates of these Wnt-activated PTHrP^+^ cells using an *R26R-*tdTomato reporter allele (Figure 6a,b). Littermate triple transgenic mice with two corresponding genotypes – *Pthlh-creER; Apc*^+/+^; *R26R^tdTomato^* (Control, PTHrP^CE^APC^++^ cells) and *Pthlh-creER; Apc*^fl/+^; *R26R^tdTomato^* (APC cHet, PTHrP^CE^Apc^Het^ cells) mice – were pulsed with tamoxifen (250 μg) at P6 and analyzed at five consecutive time points after the chase, that is P9, P12, P21 P36, and P96 (Figure 6c). Immunohistochemical analysis revealed that the β-catenin protein was significantly upregulated in the resting zone of APC cHet growth plates (CTNNB-Alexa 647 signal: Control, 62.1±33.3; APC cHet: 283.9±65.8, *n*=four mice [p=0.03]), as well as in PTHrP^CE^tdTomato^+^ cells therein (Figure 6d, leftmost panels, arrows, quantification shown in Figure 6e, Figure 6—source data 1e-h), indicating that *Apc* haploinsufficiency indeed slows β-catenin degradation and activated canonical Wnt signaling specifically in the resting zone of the growth plate.

**Figure 6.**
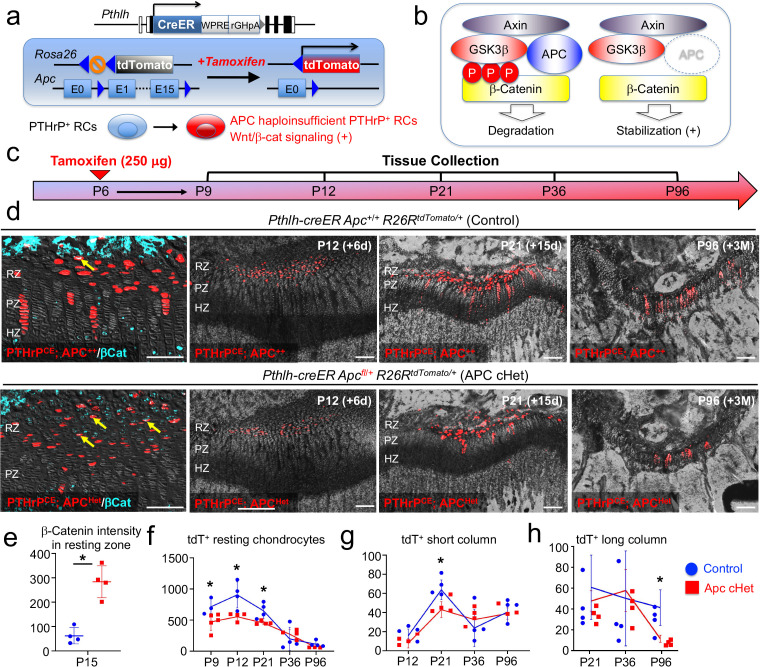
Activation of canonical Wnt/β-catenin signaling causes failure of formation and differentiation of PTHrP^+^ chondrocytes. (**a**) *Pthlh-creER; R26R^tdTomato^* lineage-tracing model crossed with an *adenomatous polyposis coli (Apc)* floxed allele (flanking exons 1 and 15). Single intraperitoneal injection of tamoxifen (0.25 mg) at P6 induces *cre* recombination, leading to activation of canonical Wnt/β-catenin signaling in PTHrP^+^ chondrocytes via *Apc* haploinsufficiency (*Pthlh-creER; APC^fl/+^; R26R-tdTomato*). (**b**) Schematic diagram of β-catenin degradation complex. Phosphorylation of β-catenin protein leads to degradation (left). *Apc* haploinsufficiency leads to β-catenin stabilization by impairing the degradation complex (right). (**c**) Timeline for pulse-chase experiment. Tamoxifen injection (0.25 mg) at P6 and chase to P9, P12, P21, P36 and P96. (**d**) (Leftmost panel): β-catenin staining in *Pthlh-creER; Apc*^+/+^; *R26R^tdTomato^* (Control) and *Pthlh-creER; Apc*^fl/+^; *R26R^tdTomato^* (APC cHet) distal femur growth plates at P15. Arrows: β-catenin^+^tdTomato^+^ cells in RZ. (2^nd^-4^th^ panels): Distal femur growth plates of *Pthlh-creER; Apc*^+/+^; *R26R^tdTomato^* (Control) and *Pthlh-creER; Apc*^fl/+^; *R26R^tdTomato^* (APC cHet) at P12, P21, and P96. RZ: resting zone, PZ: proliferating zone, HZ: hypertrophic zone. Blue: β-catenin*-*Alexa633, red: tdTomato, gray: DAPI and DIC. Scale bars 100 µm. *n*=four mice per genotype per time point. (**e–h**) Compiled quantification data of (**e**) β-Catenin intensity in resting zone (*n*=four mice per genotype) and total numbers of (**f**) resting chondrocytes (*n*=4–5 mice per genotype per time point), (**g**) short columnar chondrocytes (≤10 tdTomato^+^ cells, *n*=four mice per genotype per time point) and (**h**) long columnar chondrocytes (>10 tdTomato^+^ cells, *n*=four mice per genotype per time point) collected from serial sections of femur growth plates (two femurs/mouse) at all time points. *p<0.05, Mann-Whitney’s *U*-test. Data are presented as mean ± s.d. Control versus Apc cHet, resting chondrocytes; P9: p=0.036, mean difference = 243.9±97.4, 95% confidence interval (4.2, 483.5); P12: p=0.029, mean difference = 351.9±109.8, 95% confidence interval (83.3, 620.5); P21: p=0.029, mean difference = 198.5±63.9, 95% confidence interval (42.1, 355.0); P36: p=0.343, mean difference = –76.3±100.3, 95% confidence interval (–321.8, 169.3); P96: p=0.057, mean difference = 55.3±28.7, 95% confidence interval (–18.5, 129.1). Control versus Apc cHet, short columns; P12: p=0.020, mean difference = 7.9±4.3, 95% confidence interval (–2.7, 18.5); P21: p=0.029, mean difference = 20.8±6.5, 95% confidence interval (5.0, 36.5); P36: p=0.343, mean difference = –8.9±10.7, 95% confidence interval (–35.0, 17.3); P96: p=0.343, mean difference = 1.3±7.2, 95% confidence interval (–17.2, 19.7). Control versus Apc cHet, long columns; P21: p=0.886, mean difference = 10.0±12.1, 95% confidence interval (–19.6, 39.6); P36: p=0.686, mean difference = –5.9±18.6, 95% confidence interval (–51.3, 39.5); P96: p=0.029, mean difference = 22.3±6.5, 95% confidence interval (6.2, 38.3). Figure 6—source data 1.Compiled quantification data of (e) B-Catenin intensity in resting zone and total numbers of resting chondrocytes, (g) short columnar chondrocytes and (h) long columnar chondrocytes.

**Figure 6—figure supplement 1.**
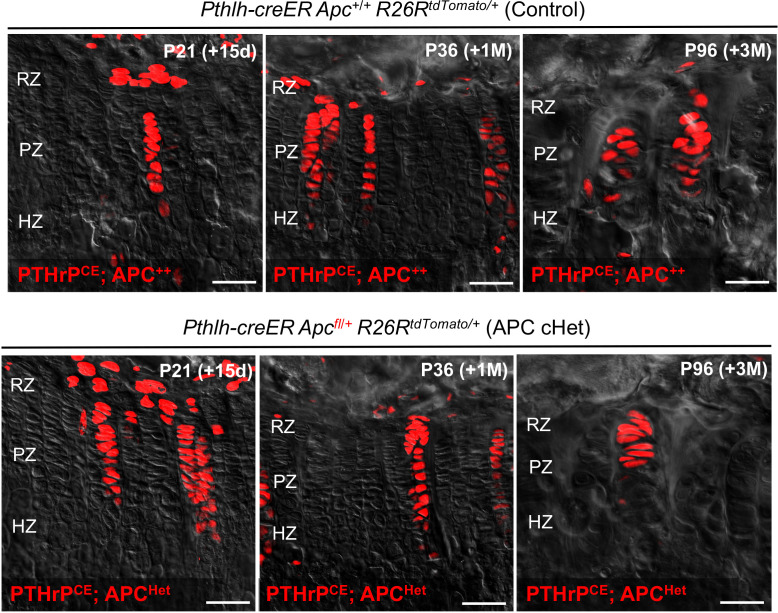
Morphology and organization of PTHrP^CE^ lineage-marked APC-insufficient columnar chondrocytes. Assessment of organization and morphology of *PTHrP-creER* lineage-marked columnar chondrocytes in *Pthlh-creER; Apc^+/+^* (Control) and *Pthlh-creER; Apc^fl/+^* (APC cHet) growth plates. Mice were pulsed with tamoxifen at P6 and chased to P21 (left), P36 (middle) and P96 (right). Red: tdTomato, gray: DIC. RZ: resting zone, PZ: proliferating zone, HZ: hypertrophic zone. Scale bars: 100 µm. Figure Legends – figure supplements.

Subsequently, we quantified the numbers of lineage-marked tdTomato^+^ cells in the resting zone, as well as short (composed of <10 cells) and long (composed of >10 tdTomato^+^ cells) columns of tdTomato^+^ chondrocytes based on serial sections of femur growth plates (Figure 6d, right panels, Figure 6—source data 1e-h). Consistent with our prior report (Mizuhashi et al., 2018), PTHrP^CE^APC^++^ Control chondrocytes transiently increased in the resting zone during the first week of chase and decreased thereafter due to the formation of columnar chondrocytes (P9: 718.7±132.7, P12: 910.3±209.9, P21: 655.4±125.0, P36: 200.3±187.2; P96: 116.1±48.5 cells, Figure 6f, blue line, *n*=3–4 mice). In contrast, PTHrP^CE^APC^Het^ resting chondrocytes did not increase in number during the initial stage of chase, the numbers of which were significantly lower than those of Control at the initial three time points (P9: 474.8±134.8 [p=0.04], P12: 558.4±64.3 [p=0.03], P21: 443.4±79.2 [p=0.03] cells, Figure 6f, red line, *n*=4–5 mice), and fell to levels that were similar to those in the Control at the latter two time points (Figure 6d, rightmost panel, and Figure 6f). These data indicate that the formation and the expansion of PTHrP^+^ cells in the resting zone are slightly impaired when canonical Wnt signaling is activated in these cells.

As expected, PTHrP^CE^APC^++^ resting chondrocytes established short columns (fewer than 10 cells/column) of tdTomato^+^ chondrocytes across the growth plate that peaked at P21 (P12: 20.0±7.1, P21: 67.4±10.1, P36: 27.5±19.4, P96=44.3±11.1 tdTomato^+^ columns, Figure 6g, blue line, *n*=four mice). The number of tdTomato^+^ short columns in APC cHet growth plates was reduced at P21 (P21: 45.9±7.7 tdTomato^+^ columns, Figure 6g, red line, *n*=four mice [p=0.03]), indicating that the formation of short columnar chondrocytes in the proliferating zone is inhibited upon canonical Wnt signaling activation. We suspect that this result reflects the reduction of PTHrP-creER^+^ cells in the resting zone in the preceding stages, although we cannot rule out direct effects of APC haploinsufficiency in the proliferating zone as well. Although we observed significant decreases in columnar chondrocyte formation in APC cHet growth plates, column morphology and organization at P21, P36 and P96 in mutants appear similar compared to Controls (Figure 6—figure supplement 1, left, middle, and right panels).

PTHrP^+^ resting chondrocytes continue to generate long columns (more than 10 cells/column) of tdTomato^+^ chondrocytes in the long term, the number of which gradually decreases until six months and reaches a plateau thereafter (Mizuhashi et al., 2018). Accordingly, PTHrP^CE^APC^++^ cells generated gradually decreasing but still substantial numbers of tdTomato^+^ long columns after 3 months of chase at P96 (P21: 44.4±23.2, P36: 36.1±34.1, P96: 26.5±12.4 tdTomato^+^ columns, Figure 6h, blue line, *n*=four mice). In contrast, the number of tdTomato^+^ long columns in APC cHet growth plates was significantly decreased at P96 (P96: 7.3±2.5 tdTomato^+^ columns, Figure 6h, red line, *n*=four mice [*p*=0.03]). Therefore, the ability for PTHrP^+^ resting chondrocytes to clonally establish columnar chondrocytes is slightly impaired in response to activation of canonical Wnt signaling in the resting zone.

Taken together, these findings indicate that activation of canonical Wnt signaling impairs formation, expansion and differentiation of PTHrP^+^ chondrocytes in the resting zone (Figure 7). Thus, PTHrP^+^ resting chondrocytes are required to be maintained in a Wnt-inhibitory environment to maintain themselves and their column-forming capabilities.

**Figure 7.**
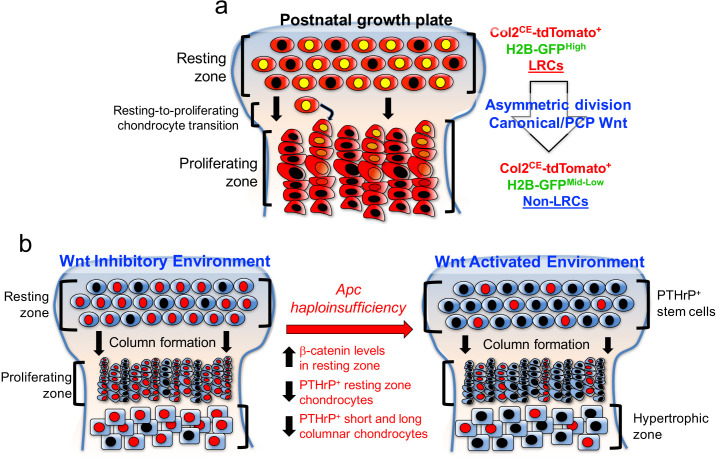
PTHrP^+^ chondrocytes in the resting zone of the growth plate are maintained in a Wnt-inhibitory environment. PTHrP^+^ chondrocytes are maintained in a Wnt inhibitory environment within the resting zone. (**a**) Transition of chondrocytes from the resting zone (‘label-retaining chondrocytes, LRCs’) to the proliferating zone (‘non-label-retaining chondrocytes, Non-LRCs’) in the postnatal growth plate is concertedly regulated by canonical Wnt/β-catenin and non-canonial Wnt/PCP signaling pathways. (**b**) *Apc* haploinsufficiency increases β-catenin level in the resting zone, and subsequently decreases formation of PTHrP^+^ chondrocytes and their differentiation to columnar chondrocytes. Non-canonical Wnt/PCP pathways also play a role in facilitating asymmetric horizontal cell division of resting chondrocytes. Figure Legends – figure supplements.

## Discussion

In this study, we investigated the molecular mechanisms regulating the maintenance and the differentiation of slow-cycling chondrocytes localized in the resting zone of the postnatal growth plate. To date, our understanding of the molecular regulators of this special subclass of chondrocytes is largely grounded in histological and immunohistochemical observations and extrapolations from conditional gene ablation studies (Hallett et al., 2019). To address this gap in knowledge, we established a quadruple transgenic murine reporter model, ‘Col2-Q’ system, to genetically label slow-cycling chondrocytes in an unbiased manner using a pulse-chase approach based on a chondrocyte-specific doxycycline-controllable Tet-Off system regulating expression of histone 2B-linked GFP. We successfully isolated and defined the identities of label-retaining chondrocytes (LRCs) and their proliferating counterparts (non-LRCs), based on combinatorial histological and flow cytometry analyses using a proliferation marker EdU, in order to profile the transcriptome of these cells. As the resting zone of the growth plate is considered to represent a resident stem-cell niche (Abad et al., 2002; Mizuhashi et al., 2018; Newton et al., 2019), our experiments serve as an approach to interrogate the fundamental characteristics of one of the stem-like cells residing in the postnatal growth plate.

It is unclear how slow-cycling chondrocytes in the resting zone maintain low mitotic capabilities while differentiating into columnar chondrocytes in the proliferating zone. Using a comparative bulk RNA-seq transcriptomic analysis, we discovered that LRCs are enriched for a unique set of genes associated with hallmark (e.g. *Pthlh* and *Sfrp5*) and novel (e.g. *Gas1*, *Spon1*, and *Wif1*) markers for resting chondrocytes, in addition to Wnt inhibitory molecules (e.g. *Sfrp1*, *Dkk2*, *Notum*, and *Fzd6*). Interestingly, however, we found that *Wnt7b*, a Wnt activator, is enriched in LRCs. Wnt7b is expressed by perichondral cells adjacent to the hypertrophic zone and simulates differentiation of osteoblasts (Chen et al., 2014; Joeng and Long, 2014; Song et al., 2020) and chondrocytes (Chen et al., 2014). Thus, LRCs may be maintained in a delicate balance between Wnt inhibitors and activators. Conversely, non-LRCs were enriched for markers of pre-hypertrophic (e.g. *Ihh*) and hypertrophic (e.g. *Col10a1*) chondrocytes, and represent differentially expressed genes commonly associated with metabolically active cellular processes, such as oxidative phosphorylation. We further validated the expression of *Pthlh*, which is a hallmark marker for resting chondrocytes, and *Gas1*, a novel marker, using *Pthlh-LacZ* and *Gas1-LacZ* knock-in reporter alleles, respectively. We found that PTHrP*^+^* chondrocytes in the resting zone maintain low levels of mitotic activity, indicated by EdU labeling and pulse-chase experiments. Thus, the genes identified by our comparative transcriptomic analysis appear to represent accurate transcriptomic features of distinct populations of slow-cycling versus differentiating chondrocytes in the postnatal growth plate. Future investigations aimed at assessing the roles of novel marker genes may lead to the identification of novel skeletal stem cell populations that are important for the postnatal growth plate.

Wnt/β-catenin signaling is essential for endochondral ossification (Regard et al., 2012), and is shown to regulate initiation of chondrocyte hypertrophy by inhibiting PTHrP signaling activities (Guo et al., 2009). Moreover, Wnt/β-catenin signaling is essential during skeletal development for regulating mesenchymal progenitor differentiation in favor of osteoblasts (Day et al., 2005), or for preventing transdifferentiation of osteoblast precursors into chondrocytes (Hill et al., 2005). In order to determine the functional contribution of Wnt signaling to PTHrP^+^ resting chondrocyte skeletal stem cells and their differentiation, one copy of *adenomatous polyposis coli* (*Apc*), a critical signaling component of the β-catenin degradation complex, was selectively ablated using a resting chondrocyte-specific *Pthlh-creER* line. In the resting zone, Apc haploinsufficiency led to increased β-catenin protein expression specifically in the resting zone including in PTHrP^+^ chondrocytes, and slightly decreased formation and expansion of PTHrP^+^ chondrocytes, reducing differentiation capabilities of these cells into columnar chondrocytes in the proliferating zone. It is important to note that the effect of β-catenin stabilization in PTHrP^+^ chondrocytes appears to be modest. Lines of studies demonstrate that non-canonical Wnt/planar cell polarity (PCP) signaling plays a key role in facilitating asymmetric divisions of resting chondrocytes. Therefore, our findings support the notion that canonical and non-canonical Wnt signaling pathways concertedly modulate PTHrP^+^ chondrocytes in the resting zone and regulate their differentiation.

Taken together, our data support a novel paradigm that slow-cycling PTHrP^+^ chondrocytes are maintained in a Wnt-inhibitory environment within the resting zone of the growth plate, and that this relationship is critical to regulating the formation, the expansion and the differentiation of chondrocytes of the resting zone (Figure 7).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	*Col2a1-tTA*	Jackson Laboratory	RRIDMGI:6490616	
Strain, strain background (*Mus musculus*)	*TRE-H2B-EGFP*	PMID:19060879	RRIDMGI:5007779	
Strain, strain background (*Mus musculus*)	*Col2a1-creER*	PMID:16894608	RRIDMGI:3665440	
Strain, strain background (*Mus musculus*)	*Pthlh-LacZ/null*	PMID:16355280	RRIDMGI:3829430	
Strain, strain background (*Mus musculus*)	*Gas1-LacZ/null*	PMID:11231094	RRIDMGI:2388397	
Strain, strain background (*Mus musculus*)	*Pthlh-creER*	PMID:30401834	RRIDMGI:6257033	
Strain, strain background (*Mus musculus*)	*Rosa26-CAG-loxP-stop-loxP-tdTomato*	Jackson Laboratory	RRIDMGI:3809524	
Strain, strain background (*Mus musculus*)	*Apc^tm1Tyj^*	Jackson Laboratory	RRIDMGI:3829069	
Sequence-based reagent	*Mm-Col2a1*	ACDbio	Cat# 407221	(1:500)
Sequence-based reagent	*Mm-Prg4*	ACDbio	Cat# 437661	(1:500)
Antibody	Rabbit polyclonal anti-β-catenin	Abcam	Cat# 16051	(4 μg)
Antibody	Goat polyclonal Alexa Fluor 633-conjugated anti-Rabbit IgG (H+L)	Invitrogen	Cat# A-21071	(1:200)
Antibody	Rat monoclonal APC-conjugated anti-mouse CD45	Invitrogen	Cat# 17-0451-82	(1:500)
Antibody	Rat monoclonal eFlour450-conjugated anti-mouse CD45	Invitrogen	Cat# 14-0451-82	(1:500)
Chemical compound, drug	Opal 520	Akoya Biosciences	Cat# 1601877	
Chemical compound, drug	Alexa Fluor 488-azide	Invitrogen	Cat# A10266	
Chemical compound, drug	Alexa Fluor 647-azide	Invitrogen	Cat# A10277	
Chemical compound, drug	EdU (5-ethynyl-2’-deoxyuridine)	Invitrogen	Cat# E10187	
Other	DAPI (4',6-Diamidino-2-Phenylindole, Dihydrochloride)	Invitrogen	Cat# D1306	

### Generation of *Col2a1-tTA* transgenic mice

*Col2a1-tTA* transgenic mice were generated by pronuclear injection of a NotI-digested 8.4 kb gene construct containing a 3 kb mouse *Col2a1* promoter and a 3 kb fragment of intron one ligated to a splice acceptor sequence followed by an internal ribosome-entry site (IRES) (Ovchinnikov et al., 2000), tetracycline-controlled transactivator (tTA) and the SV40 large T antigen polyadenylation signal (Takara Bio, Mountain View, CA), into B6SJLF1 fertilized eggs. The G0 founder mice were backcrossed with FVB/N mice at least for ten generations. Of the two lines established, the high expresser line (Line H) was used for subsequent studies. The insertion site of the *Col2a1-tTA* transgene was determined based on the Genome Walker Universal system (Takara Bio). The *Col2a1-tTA* transgene was inserted 16kbp downstream of *Pellino2* on Chromosome 14. *Col2a1-tTA* mice were genotyped using PCR primers discriminating heterozygosity and homozygosity of the transgene (85: SV40pA_End_Fw: ACGGGAAGTATCAGCTCGAC, 86: Mm14_5WT_Fw: TTGAGAGTCTCCCAGGCAAT, 87: Mm14_3WT_Rv: CTCCTGATCTCCTGGCAAAG, ~600 bp for wild-type, ~300 bp for Col2a1-tTA allele). The *Col2a1-tTA* stain is deposited at the Jackson Laboratories (JAX035969).

### Mice

*TRE-H2B-EGFP* (Foudi et al., 2009) knock-in, *Col2a1-creER* transgenic (Nakamura et al., 2006), *Pthlh-LacZ/null* knock-in (Chen et al., 2006), *Gas1-LacZ/null* knock-in (Martinelli and Fan, 2007), *Pthlh-creER* transgenic (Mizuhashi et al., 2018) mice have been described elsewhere. *Rosa26-CAG-loxP-stop-loxP-*tdTomato (Ai14: *R26R*-tdTomato, JAX007914), *Apc*-floxed (JAX009045) mice (Cheung et al., 2010) were acquired from the Jackson Laboratory. All procedures were conducted in compliance with the Guidelines for the Care and Use of Laboratory Animals approved by the University Michigan’s Institutional Animal Care and Use Committee (IACUC), protocol 7681 and 9496. All mice were housed in a specific pathogen-free condition, and analyzed in a mixed background. Mice were identified by micro-tattooing or ear tags. Tail biopsies of mice were lysed by a HotShot protocol (incubating the tail sample at 95°C for 30 min in an alkaline lysis reagent followed by neutralization) and used for GoTaq Green Master Mix PCR-based genotyping (Promega, and Nexus X2, Madison, WI). Mice were euthanized by over-dosage of carbon dioxide or decapitation under inhalation anesthesia in a drop jar (Fluriso, Isoflurane USP, VetOne, Boise, ID).

### Doxycycline

Mice were weaned at postnatal day (P) 21 and fed with a standard diet containing 2 mg/g doxycycline (Bio-Serv F3893, Flemington, NJ) for up to 12 weeks.

### Tamoxifen

Tamoxifen (Sigma T5648, St. Louis, MO) was mixed with 100% ethanol until completely dissolved. Subsequently, a proper volume of sunflower seed oil (Sigma S5007) was added to the tamoxifen-ethanol mixture and rigorously mixed. The tamoxifen-ethanol-oil mixture was incubated at 60°C in a chemical hood until the ethanol evaporated completely. The tamoxifen-oil mixture was stored at room temperature until use. Mice with 21 days of age or older received two doses of 2 mg of tamoxifen intraperitoneally at 3 and 2 days prior to analysis, or mice with 6 days of age received a single dose of 0.25 mg tamoxifen intraperitoneally for lineage-tracing analysis.

### Cell proliferation and EdU label-retention assay

5-Ethynyl-2’-deoxyuridine (EdU) (Invitrogen A10044, Carlsbad, CA) dissolved in PBS was administered to mice at indicated postnatal days. Click-iT Imaging Kit with Alexa Flour 488-azide (Invitrogen C10337) was used to detect EdU in cryosections, or Click-iT Plus Flow Cytometry Kit with Alexa Flour 647-azide (Invitrogen C10634). For *Pthlh-LacZ* EdU label-retention assay, *Pthlh-LacZ* mice received serial doses of EdU (50 µg each) between P4 and P6, and chased for 3 weeks. For Col2-Q EdU proliferation assays, Col2-Q mice received two doses of EdU (500 µg each at P28 and 35, 800 µg each at P49) at 6 and 3 hr prior to sacrifice.

### X-Gal staining of dissected femur epiphyses

Distal epiphyses of femurs were manually dislodged, and attached soft tissues were carefully removed to ensure the maximum penetration of the substrate. Dissected epiphyses were fixed in 2% paraformaldehyde for 30 min at 4°C, followed by overnight X-gal staining at 37°C. Stained samples were further postfixed in 4% paraformaldehyde, overnight at 4°C, then decalcified in 15% EDTA for 7 days. Decalcified samples were cryoprotected in 30% sucrose/PBS followed by 30% sucrose/PBS:OCT (1:1) solution, each overnight at 4°C.

### Histology

Bilateral femurs were dissected under a stereomicroscope (Nikon SMZ-800, Tokyo, Japan) to remove soft tissues, and fixed in 4% paraformaldehyde for a proper period, typically ranging from 3 hr to overnight at 4°C, then decalcified in 15% EDTA for a proper period, typically ranging from 0 hr to 14 days. Decalcified samples were cryoprotected in 30% sucrose/PBS solutions and then in 30% sucrose/PBS:OCT (1:1) solutions, each at least overnight at 4°C. Samples were embedded in an OCT compound (Tissue-Tek, Sakura, Torrance, CA) under a stereomicroscope and transferred on a sheet of dry ice to solidify the compound. Embedded samples were cryosectioned at 14–50 µm using a cryostat (Leica CM1850, Wetzlar, Germany) and adhered to positively charged glass slides (Fisherbrand ColorFrost Plus). Cryosections were stored at −20°C (quantification) or –80°C (immunofluorescence) in freezers until use. Sections were postfixed in 4% paraformaldehyde for 15 min at room temperature. For functional conditional knockout experiments, 50 µm serial sections were collected through the entire growth plate. For immunofluorescence experiments, epiphyses were popped out of bilateral femurs, processed for 24 hr in 4% paraformaldehyde and sectioned at 14 µm. Sections were incubated with anti-β-catenin primary antibody (Abcam ab16051, Cambridge, UK) overnight at 4°C and further stained with 1:200 Alexa Fluor 633 Goat anti-Rabbit IgG (H+L) Secondary Antibody (Invitrogen A21071) at a 20°C for 3 hr. Sections were further incubated with DAPI (4’,6-diamidino-2-phenylindole, 5 µg/ml, Invitrogen D1306) to stain nuclei prior to imaging. For EdU assay, sections were incubated with Alexa Fluor 488-azide (*Pthlh-LacZ*, Invitrogen A10266) or Alexa Fluor 647-azide (Col2-Q, Invitrogen A10277) for 30 min at 43°C using Click-iT Imaging Kit (Invitrogen C10337). Sections were further incubated with DAPI to stain nuclei prior to imaging. Stained samples were mounted in TBS with No.1.5 coverslips (Fisher, Waltham, MA).

### RNAscope in situ hybridization

In situ hybridization was performed with RNAscope 2.5 Multiplex Fluorescent V2 Assay (Advanced Cell Diagnostics [Newark, CA, USA] 323100) using the following probes: *Col2a1* (314741) and *Prg4* (437661), according to the manufacturer's fixed frozen tissue protocol. Probes were diluted to 1:500 concentration using Opal 520 reagent (Akoya Biosciences [NC1601877]).

### Imaging and cell quantification

Images were captured by an automated inverted fluorescence microscope with a structured illumination system (Zeiss Axio Observer Z1 with ApoTome.2 system) and Zen 2 (blue edition) software. The filter settings used were: FL Filter Set 34 (Ex. 390/22, Em. 460/50 nm), Set 38 HE (Ex. 470/40, Em. 525/50 nm), Set 43 HE (Ex. 550/25, Em. 605/70 nm), Set 50 (Ex. 640/30, Em. 690/50 nm) and Set 63 HE (Ex. 572/25, Em. 629/62 nm). The objectives used were: Fluar 2.5x/0.12, EC Plan-Neofluar 5x/0.16, Plan-Apochromat 10x/0.45, EC Plan-Neofluar 20x/0.50, EC Plan-Neofluar 40x/0.75, Plan-Apochromat 63x/1.40. Images were typically tile-scanned with a motorized stage, Z-stacked and reconstructed by a maximum intensity projection (MIP) function. Differential interference contrast (DIC) was used for objectives higher than 10x. Some of the images were captured by a fluorescence microscope (Nikon Eclipse E800) with prefigured triple-band filter settings for DAPI/FITC/TRITC, and merged with Spot Advanced Software (Spot Imaging, Sterling Heights, MI). Confocal images were acquired using LSM510 and Zen2009 software (Zeiss, Oberkochen, Germany) with lasers and corresponding band-pass filters for DAPI (Ex.405nm, BP420-480), GFP (Ex.488nm, BP505-530) and tdTomato (Ex.543nm, BP565-595). LSM Image Viewer and Adobe Photoshop software were used to capture and align images. The number of tdTomato^+^ cells, β-Catenin intensity and CTCF values of H2B-GFP were counted by two individuals manually or using ImageJ image analysis software by single blinded methods to ensure unbiased data interpretation.

### Growth plate cell preparation

Distal epiphyses of femurs and proximal epiphyses of tibias were manually dislodged using dull scissors, and attached soft tissues and woven bones were carefully removed using a cuticle nipper. Cells were dissociated from dissected epiphyses using five serial rounds of collagenase digestion, incubating with 2 Wunsch units of Liberase TM (Roche, Basel, Switzerland) in 2 ml Ca^2+^, Mg^2+^-free Hank’s Balanced Salt Solution (HBSS, Sigma H6648) at 37°C for 30 min. each time on a shaking incubator (ThermomixerR, Eppendorf, Hamburg, Germany). Single--cell suspension was generated using an 18-gauge needle and a 1 ml Luer-Lok syringe (BD), and filtered through a 70 µm cell strainer (BD) into a 50-ml tube on ice.

### Flow cytometry

Dissociated cells were stained by standard protocols with allophycocyanin (APC)-conjugated anti-mouse CD45 (30 F-11) antibodies (1:500, eBioscience, San Diego, CA). Flow cytometry analysis was performed using a four-laser BD LSR II (Ex. 355/407/488/633 nm) or LSR Fortessa (Ex. 405/488/561/640 nm) and FACSDiva software. Acquired raw data were further analyzed on FlowJo software (TreeStar). Representative plots of at least three independent biological samples are shown in the figures.

### Fluorescence-activated cell sorting (FACS) and RNA isolation

Cell sorting was performed using a five-laser BD FACS Aria III (Ex.355/407/488/532/633 nm) and FACSDiva. CD45^neg^GFP^high^ cells at the top 10 percentile of GFP brightness (LRCs) and CD45^neg^GFP^mid-low^ cells with 10~50 percentile of GFP brightness (non-LRCs) were directly sorted into TRIzol LS Reagent (ThermoFisher 10296010, Waltham, MA). Total RNA was isolated using NucleoSpin RNA XS (Macherey-Nagel, 740902). RNA Integrity Number (RIN) was assessed by Agilent 2100 Bioanalyzer RNA 6000 Pico Kit. Samples with RIN>8.0 were used for subsequent analyses.

### RNA amplification and deep sequencing

Complementary DNAs were prepared by SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara 634888) using 150~800 pg of total RNA. Post-amplification quality control was performed by Agilent TapeStation DNA High Sensitivity D1000 Screen Tape system. DNA libraries were prepared by Nextera XT DNA Library Preparation Kit (Illumina) and submitted for deep sequencing (Illumina HiSeq 2500).

### RNA-seq analysis

cDNA libraries were sequenced using following conditions; six samples per lane, 50 cycle single end read. Reads files were downloaded and concatenated into a single. fastq file for each sample. The quality of the raw reads data for each sample was checked using FastQC to identify quality problems. Tuxedo Suite software package was subsequently used for alignment (using TopHat and Bowtie2), differential expression analysis, and post-analysis diagnostics. FastQC was used for a second round of quality control (post-alignment). HTSeq/DESeq2 was run using UCSC mm10.fa as the reference genome sequence. Expression quantitation was performed with HTSeq, to count non-ambiguously mapped reads only. HTSeq counts per gene were then used in a custom DESeq2 paired analysis. Normalization and differential expression were performed with DESeq2, using a negative binomial generalized linear model, including a term for mouse of origin for a paired analysis. Plots were generated using variations or alternative representations of native DESeq2 plotting functions, ggplot2, plotly, and other packages within the R environment. Heatmaps were generated with updated rlog normalized count values for each sample for all plus top sets (500) of differentially expressed genes with the gplots package (v 3.0.1). Two types of clustering were used: (1) averaging across rows with Pearson correlation distance with average linkage and (2) Ward’s squared dissimilarity criterion. Top differentially expressed genes were determined after ranking genes by standard deviation across all samples. Independent of iPathway, GO term enrichment was performed on DE results, with a logFC threshold of 2 and adjusted p-value < 0.05 with the GOseq package (v 1.36) with probability weighting function and GO enrichment specified with mm10 as genome and gene symbol specified as gene ID format. Results were plotted for the top ten of selected terms related to the Wnt pathways, ranked by overrepresented p-value using ggplot2 (v 3.2.1). KEGG results with FDR correction and gene tables for Wnt signaling pathway were downloaded from iPathway (report ID: 41865). KEGG gene tables for each pathway were used to subset the DE results before restricting results to genes for which both log fold change and adjusted p-value statistics were available.

### Replicates

All experiments were performed in biological replicates. For all data presented in the manuscript, we examined at least three independent biological samples (three different mice) to ensure the reproducibility. Biological replicates were defined as multiple experimental samples sharing common genotypes and genetic backgrounds. For each series of the experiments, all attempts at biological replication were successful. Technical replicates were generated from a single experimental sample. For example, serial sections of the femur growth plate from a single mouse were considered technical replicates. Outliers were uncommon in our datasets and did not impact the trend and the significance of our quantitated results. As a result, all quantitative data were included to ensure transparency in our data interpretation.

### Statistical analysis

Results are presented as mean values ± s.d. Statistical evaluation was conducted based on Mann-Whitney's *U*-test. A p value <0.05 was considered significant. No statistical method was used to predetermine sample size. Sample size was determined on the basis of previous literature and our previous experience to give sufficient standard deviations of the mean so as not to miss a biologically important difference between groups. The experiments were not randomized. All the available mice of the desired genotypes were used for experiments. The investigators were not blinded during experiments and outcome assessment. One femur from each mouse was arbitrarily chosen for histological analysis. Genotypes were not particularly highlighted during quantification.

## Data Availability

The bulk RNA-seq datasets presented herein have been deposited in the National Center for Biotechnology Information (NCBI)'s Gene Expression Omnibus (GEO), and are accessible through GEO Series accession number GSE160364 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160364); rlog normalized expression counts of the RNA-seq datasets are provided in Supplementary file 1. The source data underlying all Figures and Figure supplements are provided as a Source data files. All the raw images and flow cytometry files supporting the conclusion of this study have been deposited on Dryad and are accessible via https://doi.org/10.5061/dryad.70rxwdbz1. The following datasets were generated: OnoN2020Comparative bulk RNAseq analysis of label-retaining chondrocytes (LRCs) of the growth plate versus their progenyNCBI Gene Expression OmnibusGSE160364 OnoN2020Chondrocytes in the resting zone of the growth plate are maintained in a Wnt-inhibitory environmentDryad Digital Repository10.5061/dryad.70rxwdbz1PMC831323534309509

How the deposited data were processed for this re-analysis (not part of the article)

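RNA was measured in 6 libraries from 3 independent experiments, each with 1 library of LRCs and 1 of non-LRCs sorted from the growth plates of Col2-Q mice at P49. The samples were assigned to groups and experiments from the sample labels and the sample names in Supplementary file 1. Alignment and counting were done by the authors as given beside the experiment. The paper's text does not name the gene annotation or the strand setting, so overlapping genes and near-identical copies are uncertain. The authors deposited 3 tables of 23159 genes. The first deposited table holds raw counts of reads per gene, without normalization, and was the input of all tests. The second deposited table holds a normalized signal, the counts divided by 1 DESeq2 size factor per library, and was used only to check this relation. The third deposited table holds log2 values from the rlog transformation of DESeq2 and was used for clustering. The rlog values were recomputed and matched the deposited ones with Pearson r = 1 across genes in each library. All columns of the tables were mapped to a sample. Of Supplementary file 1, 1999 genes were used here, out of the 23159 genes of the deposited tables. Of these, 856 had an adjusted p in the file, and all 856 lay within 0.001 of those of the DESeq2 fit with the experiment as a block, as did 1437 of the 1440 log2 fold changes it gave.

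Total counts per library lay between 18943789 and 129559872. The chi-square statistic per gene between libraries was between 185 and 837, so no library was a copy of another. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, with a minimum count of 10 and a minimum total count of 15, which left 13728 genes. The model used TMM normalization, a block for the experiment and the quasi-likelihood test (prior count 0.125), with Benjamini-Hochberg adjustment. Standard errors are not an output of this test. They were derived as the size of the log2 fold change divided by the square root of the F statistic, and are approximate. DEGs had an adjusted p below 0.05 and a log2 fold change of at least 1 in size. CPM values were TMM-normalized, and log2 CPM used a prior count of 2. The block follows the paper's methods, which state a paired analysis with a term for mouse of origin. As a check of the pairing, deviations from the group means were correlated between the LRC and non-LRC libraries of the same experiment, across genes, with Pearson r of 0.197, 0.288 and 0.336 in experiments 1, 2 and 3.

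The fits were tested on simulated data, with 5 simulations that each changed 200 genes by known fold changes. Counts were drawn from the means and dispersions of the edgeR fit with the block, and no other gene differed between the groups. The share of false calls depends on how many genes truly change and on the model that made the counts. The shares below therefore do not give the share of false calls in the real data for any method. The edgeR fit with the block was run on 13021 to 13072 genes and recovered a median of 61.0% of the changed genes, with 10.1% of its calls false. The same test without the block recovered 25.1%, with 0% false. DESeq2 with the block, on 12662 to 13461 genes, recovered 72.0%, with 30.7% false. limma-voom with the block recovered 62.6%, with 19.5% false, and edgeR's likelihood ratio test recovered 69.2%, with 20.6% false.

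The following were fixed before the data were examined. The design, the alternatives and the gene lists were written down, except where a test is said to have been chosen after the values were seen. Named genes were every gene that the paper names for this experiment in its text, Figure 5b or Figure 5h, and the 5 genes with the largest fitted log2 fold change in each direction among the DEGs that changed the same way in all 3 experiments and had at least 10 counts in every library of the higher group. The 12 gene lists covered S phase and G2/M phase genes, oxidative phosphorylation genes, the canonical Wnt genes of Figure 5h, secreted Wnt inhibitors, Wnt ligands and R-spondins, Wnt response genes, and markers of skeletal muscle, osteoblasts, hypertrophic chondrocytes, superficial articular and synovial cells, and leukocytes and erythroid cells. Lists were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 12 lists. The S phase, G2/M and Wnt lists of the paper were read from its figures. KEGG gene tables were not used here.

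Alternatives were a fit without the block, DESeq2 1.42.0 with the block, DESeq2 size factors in edgeR, at least 10 counts in every library, no filter on low counts, limma-voom with the block, each experiment left out in turn, a test against a fold change of 2 (glmTreat), a prior count of 2, and for lists fry and camera with an estimated correlation. Clustering was repeated with other gene numbers, linkage and values. Added after the values were seen were edgeR's likelihood ratio test, a correction for GC content and transcript length, and thinning of all libraries to the smallest total. So were clustering on genes with an adjusted p below 0.05 under DESeq2 and tests on parts of the lists. A list of heat shock and immediate early genes was added then too. For GC content, length and coordinates, symbols were matched to GENCODE vM21 on GRCm38. Of the 23159 genes, 20778 matched by current symbol, 1918 by an older symbol and 463 not at all, and 13566 of the genes tested (98.8%) had a GC content. Imaging, flow cytometry and the *Apc* experiments of the paper were not analysed here.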

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

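The explanations weighed in this part were chosen only after the results were seen. So were thinning, the correction for GC content and gene length, and tests on parts of the lists. The fits with other methods, with a filter of 10 counts in every library or without 1 experiment were set in advance. The osteoblast and superficial lists were set in advance too. The paper does not discuss 8 genes that were DEGs under edgeR and that either had among the largest changes or belonged to a tested list. *Angptl1* (log2 fold change 4.79), *Cacna1e* (3.82), *Cilp* (3.61), *Igfbp4* (2.51) and *Col1a1* (2.38) were upregulated in LRCs, and *Cav3* (-2.80), *Uqcrq* (-1.09) and *Atp5g1* (-1.06) in non-LRCs. Each of them changed in the same direction in all 3 experiments. The tests argue against a difference in library size, since all 8 were DEGs again after all libraries were thinned to one size. Dropouts in the LRC library of experiment 2 would lower a gene in LRCs, so they were weighed only for the 3 genes upregulated in non-LRCs. All 3 were DEGs without that experiment, which argues against dropouts. After a correction for GC content or gene length bias, 5 of them were DEGs again, which argues against such bias as the whole cause for *Angptl1*, *Atp5g1*, *Cilp*, *Col1a1* and *Igfbp4*. *Cacna1e* (3.64), *Cav3* (-2.59) and *Uqcrq* (-0.88) kept their direction but not the call, with adjusted p = 0.0606, 0.0729 and 0.0741 in edgeR. For these 3 genes a bias from GC content or gene length and a difference between the groups cannot be told apart, because their adjusted p before the correction was already close to the threshold, at 0.0489, 0.0440 and 0.0475 in edgeR. Over all alternatives with a gene-wise test other than glmTreat, the adjusted p of *Cacna1e* lay between 1.25e-09 (DESeq2) and 0.274 (edgeR without experiment 1), that of *Cav3* between 7.1e-10 and 0.148 (in the same fits), and that of *Uqcrq* between 1.26e-06 (DESeq2) and 0.479 (edgeR without the block). DESeq2 and limma-voom with the block called all 8, and edgeR without the block called none of them. Without experiment 1 only *Col1a1* of the 8 was a DEG, and without experiment 3 *Atp5g1*, *Cacna1e* and *Uqcrq* were not. *Angptl1* and *Cacna1e* had fewer than 10 counts in a non-LRC library and were not tested under the filter of 10 counts in every library, under which the other 6 were DEGs.

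*Cav3*, which encodes a caveolin known from muscle, raised the question of skeletal muscle RNA in the non-LRC libraries. *Acta1*, an abundant muscle transcript, averaged 2.16 CPM in non-LRCs against 23.9 CPM for *Cav3*, and *Ckm* had 0 counts in all non-LRC libraries. Muscle RNA would bring these transcripts above *Cav3*, so it is an unlikely source. A difference in *Cav3* between LRCs and non-LRCs stays open beside the GC content or gene length bias.

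*Col1a1* averaged 107 ± 50.8 CPM in LRCs and 21.7 ± 12.8 CPM in non-LRCs (mean ± s.d., *n*=3 libraries each, adjusted p = 0.0151, edgeR). Osteoblasts in the LRC libraries would raise their other abundant transcripts as well. *Bglap* was lower in LRCs in all 3 experiments (log2 fold change -1.14, 15.6 ± 18.0 CPM in LRCs and 29.8 ± 31.7 CPM in non-LRCs), as were *Sp7* (-1.25, and -0.67 without experiment 2) and *Bglap2* (-1.48), although *Bglap* and *Bglap2* are near-identical copies whose reads may have been split. *Postn* had 0 counts in all LRC libraries against 71, 29 and 42 counts in non-LRCs, a log2 fold change of at most -3.26. Other genes of the osteoblast list went the opposite way. *Dmp1* (log2 fold change 2.94, standard error 1.79) and *Runx2* (0.50, standard error 0.20) were higher in LRCs in all 3 experiments, and neither passed the threshold. Osteoblasts and a difference in *Col1a1* between the groups therefore cannot be told apart, because the list moved in both directions. *Col1a2*, on chromosome 6, changed little (log2 fold change 0.39, standard error 0.21, adjusted p = 0.387, edgeR), at 1903 ± 913 CPM in LRCs and 1440 ± 595 CPM in non-LRCs. The H2B-EGFP cassette of these mice lies at the *Col1a1* locus, on chromosome 11, and the groups were sorted by H2B-EGFP. An effect of the cassette on the reads counted for *Col1a1* and a difference in the regulation of *Col1a1* cannot be told apart, because the positions of reads along the gene were not analysed here.

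For *Angptl1*, *Atp5g1*, *Cilp* and *Igfbp4*, a difference in library size and GC content or gene length bias were each argued against by the tests above. *Cilp* is 1 of the genes listed as superficial articular or synovial, and articular cells in the LRC libraries were weighed for it. The 10 tested genes of that list other than *Prg4* and *Cilp* had a median log2 fold change of 0.64, 6 higher and 4 lower in LRCs, and were called by camera but not by fry. Articular cells and expression of *Cilp* in resting chondrocytes cannot be told apart from these libraries, because these genes moved in both directions. The paper reports that nearly all tdTomato-positive cells released from the epiphyses were growth plate chondrocytes. *Atp5g1* has close paralogs, and reads shared with them were not tested. For *Angptl1* and *Igfbp4*, a difference between slow-cycling and more rapidly dividing chondrocytes is a hypothesis, and no independent samples were analysed here to test it.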

How the results depend on the processing

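The likelihood ratio test, the correction for GC content and length, and thinning were chosen only after the results were seen. So was clustering on genes with an adjusted p below 0.05 under DESeq2. Of the 50 named genes, or the 44 that were tested with at least 10 counts in every library, 0 changed sign in any of the fits across genes, the added ones included, and neither did a median of the 12 lists. The lists were tested in the fits set in advance, apart from glmTreat and the prior count. The direction that camera gave the osteoblast list, which was not called in any fit, was higher in LRCs except with no replicate block and with limma-voom, while its median was negative in every fit. With the paired fit replaced by a fit with no replicate block, the 166 DEGs became 1, upregulated in LRCs, with 0 upregulated in non-LRCs, 1 gene below the adjusted p threshold at any fold change and 1289 genes with an unadjusted p below 0.05. DESeq2 with the replicate block gave 799 DEGs (427 upregulated in LRCs and 372 in non-LRCs) and 1692 genes at any fold change, and limma-voom gave 621 (365 and 256) and 1361. A filter of at least 10 counts in every library, which tested 11129 genes, gave 434 (269 and 165) and 751. Without a filter, 71 genes were upregulated in non-LRCs. With the fold change of 2 as the null hypothesis (glmTreat), 3 DEGs were called, 3 upregulated in LRCs and 0 in non-LRCs, and 352 genes had an unadjusted p below 0.05. The added likelihood ratio test gave 613 (334 and 279) and 1290, and the added GC content and length offset gave 29 upregulated in non-LRCs. Across the 3 fits that each left out 1 experiment, DEGs ranged from 35 to 555, those upregulated in LRCs from 27 to 350, those upregulated in non-LRCs from 8 to 205, and genes at any fold change from 35 to 782. The lowest counts were without experiment 1 and the highest without experiment 2. DESeq2 size factors in edgeR gave 180 DEGs, 74.4% of them upregulated in LRCs against 72.3%, and thinning gave 205, which included the 166. The cause was not tested, apart from the dropouts of experiment 2 among the other observations.

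For the gene lists, camera with an estimated correlation left the medians as they were and called none of 8 lists that camera called with the preset correlation. These were the S phase (-0.51), G2/M (-0.61), oxidative phosphorylation (-0.71), canonical Wnt (1.32), secreted inhibitor (1.26), Wnt response (0.38), hypertrophic (-1.28) and superficial lists (1.08). With fry, the S phase (-0.51) and superficial lists (1.08) were not called, and the ligand (-0.52) and muscle lists (-0.74) were called lower in LRCs. With no replicate block, camera called the ligand (-0.31) and muscle lists (-0.56) lower in LRCs, and with limma-voom the muscle list (-0.73). The fits without 1 experiment gave medians from -0.72 to -0.037 for the ligands and from -1.30 to -0.69 for the muscle genes, and both lists were called without experiment 2. Among these 3 fits, the medians of the inhibitors (0.67), Wnt response genes (0.23) and osteoblast genes (-0.37) moved most without experiment 3, and that of the leukocyte genes (2.03) without experiment 2. The median of the inhibitors was 0.31 without a filter on low counts. Leaving out the muscle isoforms from the oxidative phosphorylation list removed no tested gene, so that alternative says nothing. No other list call changed without the block. The adjusted p of the lists lay on the same side of the threshold under the remaining alternatives.

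Clustering into 2 branches matched the groups for 4 of the 6 libraries, where 1 of the 4 was the LRC library of experiment 2 in a branch of its own. With 100 genes, and with the added clustering on genes with an adjusted p below 0.05 under DESeq2, it matched 6. With 1 experiment left out, it matched from 3 to 4 of the 4 remaining libraries. All 4 were matched without experiment 2, and without experiments 1 and 3 an LRC library again stood alone. Among the 50 named genes, 34 of which were DEGs, alternatives set in advance other than glmTreat, which called 3 of them, removed a call in 48 cases, 33 of them with no replicate block and 13 without experiment 1, and added a call in 37 cases, 16 of them with DESeq2 and 9 with limma-voom. Low counts limit genes such as *Ihh*, with 0 counts in the LRC libraries of experiments 1 and 2, and *Wnt10b*, with 0 counts in that of experiment 2.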

Differences from the paper's values

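The edgeR likelihood ratio test was chosen only after the values were seen. Under edgeR, 166 DEGs were found against the paper's 799, 120 upregulated in LRCs against the paper's 427, and 46 upregulated in non-LRCs against the paper's 372. Of the alternatives set before the data were examined, DESeq2 with the replicate block, the tool and the paired design named in the paper's methods, gave 799, 427 and 372. limma-voom with the block (621, 365 and 256) also came within 1.5 times the paper's counts, and so did the fit without experiment 2 for all DEGs (555) and for those upregulated in LRCs (350), but not for those upregulated in non-LRCs (205). The fits with no replicate block (1, 1 and 0), with DESeq2 size factors in edgeR (180, 134 and 46), with at least 10 counts in every library (434, 269 and 165), with no filter (221, 150 and 71), without experiment 1 (35, 27 and 8), without experiment 3 (223, 139 and 84) and with glmTreat (3, 3 and 0) did not. The edgeR likelihood ratio test with the block, which was chosen after seeing the values, gave 613, 334 and 279.

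Of the canonical Wnt genes of Figure 5h, 7 were DEGs under edgeR against the paper's 16. DESeq2 (16), limma-voom (13) and the filter of at least 10 counts in every library (11) came within 1.5 times, and the likelihood ratio test, chosen after seeing the values, gave 15. DESeq2 size factors in edgeR (7), no filter (7), the fits without experiments 1, 2 and 3 (3, 10 and 6), no replicate block (0) and glmTreat (0) did not. The GC content and length offset, also chosen after seeing the values, gave 5, with 4 upregulated in LRCs and 1 in non-LRCs.

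The paper shows the libraries of each group clustering together. On the 500 genes of largest SD among all genes, the LRC library of experiment 2 stood alone and the other 5 libraries shared a branch. All 6 libraries fell with their own group with the 100 genes of largest SD. They also did so with the 500 genes of largest SD among those with an adjusted p below 0.05 under DESeq2. That clustering was chosen after seeing the values. It set no threshold on fold change, whereas the legend of Figure 5a names DEGs. Without experiment 2 all 4 remaining libraries fell with their own group. The paper states that *Prg4* was the most highly upregulated gene in LRCs. It ranked 1 by log2 fold change among the DEGs of edgeR and 15 among those of DESeq2. The paper states that genes for S and G2/M phase regulators were significantly enriched in non-LRCs. The legend of its cell cycle figure supplement names Mann-Whitney's U-test, which was not run here, so the calls compared come from unlike tests. No single gene of these lists had an adjusted p below 0.05 under edgeR, where 8 S phase and 12 G2/M genes were lower in LRCs at an unadjusted p below 0.05, and DESeq2 with the block called 6 and 5 of them as DEGs. The paper names 27 genes as upregulated in LRCs and 20 in non-LRCs, of which edgeR called 19 and 12, and DESeq2 with the block called all 27 and 20. limma-voom called 26 and 14, the filter of at least 10 counts 23 and 14, and without experiment 3 *Sp7* was called. The fit without experiment 2 called 22 and 14. DESeq2 size factors in edgeR and no filter gave 19 and 12, as did the fit without experiment 3, and lower counts came without experiment 1 (13 and 8), with glmTreat (3 and 0) and with no replicate block (1 and 0). The GC content and length offset, chosen after seeing the values, gave 18 and 11. The likelihood ratio test, chosen after seeing the values, called 26 and 19.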

Other observations

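Set in advance were the tests on the Wnt response list, the osteoblast list, articular cells and muscle RNA for the oxidative phosphorylation genes. So were the other splits of the libraries, and the muscle, hypertrophic, and leukocyte and erythroid lists. Also set in advance were fry, DESeq2 with the block, and the edgeR fits without 1 experiment or with at least 10 counts in every library. All other tests in this part, thinning included, were chosen only after the result was seen. Expression of Wnt response genes gives a separate view of Wnt signaling in LRCs. If the inhibitors lowered the response of LRCs themselves, these genes would be lower in LRCs. The 11 tested genes had a median log2 fold change of 0.38 (0.23 without experiment 3), 7 higher and 4 lower. The median was 0.29, 0.003 and 0.79 in experiments 1, 2 and 3. As a list they were higher in LRCs (adjusted p = 0.000190, limma's camera, also called with fry but not with an estimated correlation). The list as a whole was thus not lower in LRCs. A lower canonical Wnt response cannot be excluded from it, because the genes moved in both directions. Of the 11, 10 reached 1 CPM in non-LRCs, and 2 are named by the paper from these libraries. *Lef1*, *Notum* and *Dkk1* also belong to another list. The other 8 genes had a median of 0.31, 5 higher and 3 lower, and were called by neither camera nor fry, so for them no direction of the response could be told. *Axin2*, a common readout, was below the filter, with 43, 0 and 16 counts in LRCs and 3, 0 and 4 in non-LRCs. Whether LRCs respond to Wnt ligands less, equally or more than non-LRCs stays open.

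Skeletal muscle RNA in the non-LRC libraries could raise oxidative phosphorylation genes. The 18 muscle genes together had 42.8 CPM in non-LRCs and 26.1 CPM in LRCs, while the oxidative phosphorylation genes differed by 3331 CPM between the groups, which muscle RNA at this level cannot carry. The muscle list had a median log2 fold change of -0.74 over 8 tested genes, of which 5 reached 1 CPM in non-LRCs, and was not called (adjusted p = 0.0897, limma's camera). It was -1.30 without experiment 2, where it was called. A difference in respiration between LRCs and non-LRCs remains a hypothesis for the oxidative phosphorylation genes.

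*Prg4* could come from articular or synovial cells in the LRC libraries. The 11 other tested genes of the superficial list had a median log2 fold change of 0.78, 7 higher and 4 lower in LRCs, and were called by camera but not by fry. With *Prg4* the list had a median of 1.08 over 12 genes (adjusted p = 6.5e-07, limma's camera). All 12 reached 1 CPM in non-LRCs, so the growth plate chondrocytes may express them too. Of the 12, 8 were higher and 4 lower in LRCs, and 6 were higher and 0 lower in all 3 experiments. DESeq2 with the block called 4 of them, all upregulated in LRCs. Articular cells and expression in resting chondrocytes cannot be told apart from these libraries, because the list rests on few genes, which did not all move the same way. The paper has other evidence. It reports a low level of *Prg4* mRNA in the resting zone by in situ hybridization. It also reports that nearly all tdTomato-positive cells released from the epiphyses were growth plate chondrocytes.

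At least 1 CPM on average in non-LRCs was reached by all 41 S phase genes, all 51 G2/M genes, 103 of the 106 oxidative phosphorylation genes, 15 of the 16 canonical Wnt genes, 9 of the 13 secreted inhibitors and 8 of the 13 ligands and R-spondins. The paper displays the S phase, G2/M and canonical Wnt genes from these libraries. It also names 6 of the inhibitors and 4 of the ligands and R-spondins, and another list holds 8 and 4 of them.

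Of the lists for other cells, the hypertrophic chondrocyte genes were lower in LRCs (median -1.28 over 10 genes, adjusted p = 1.86e-09, limma's camera). All 10 reached 1 CPM in non-LRCs, and 5 of the 10 are named by the paper from these libraries. Leukocyte and erythroid genes were not called (median 0.94 over 6 genes, 2.03 without experiment 2, adjusted p = 0.420, limma's camera), and none of the 6 reached 1 CPM in non-LRCs. The osteoblast genes had a median of -0.89 over 9 genes (-0.58 without experiment 2 and -0.37 without experiment 3), 4 higher and 5 lower in LRCs, and were not called (adjusted p = 0.534, limma's camera). Of the 9, 8 reached 1 CPM in non-LRCs and 1 is named by the paper. The paper reports a low level of H2B-EGFP in osteoblasts without the tTA transgene. Whether such osteoblasts were in the LRC libraries could not be told, because the list moved in both directions. It ran from at most -3.26 for *Postn* to 2.94 for *Dmp1*, with 3 genes higher and 4 lower in all 3 experiments. Under DESeq2 with the block, 4 genes of the list were DEGs upregulated in non-LRCs and 1 in LRCs. Osteoblasts in the non-LRC libraries were not weighed and stay possible.

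The number of DEGs was set against several technical explanations. A difference in library size between the groups is unlikely, since the totals of the groups overlapped and all 166 DEGs were called again after thinning. Thinning did not make the numbers of detected genes alike. They remained lower in the LRC library in all 3 experiments, by a mean of 933 genes. Experiments 1, 2 and 3 had 14833, 12401 and 15287 detected genes in LRCs and 14978, 14195 and 16148 in non-LRCs. The gap was uneven and widest in experiment 2. An effect of the number of detected genes and a difference between the groups therefore cannot be told apart. The labels state about 10000 cells for every LRC library and about 50000 for every non-LRC library. Cell number thus went with the group in all 3 experiments, so its effect cannot be separated from the group here. GC content or gene length bias is unlikely to be the whole cause, since 113 of the 166 were called again after the correction, 88 upregulated in LRCs and 25 in non-LRCs. Of the 10 splits of the 6 libraries into groups of 3, 4 part the libraries of every experiment, and only 1 of these 4, the real one, gave as many DEGs. The other 3 gave 0 DEGs, with 21 to 175 genes at an unadjusted p below 0.05, and at most 5 DEGs under DESeq2. The smallest share that 4 splits allow is 0.25, so this design cannot exclude chance. The other 6 splits part the libraries of 1 experiment only. The 2 of them that part experiment 2 gave 221 DEGs under edgeR, and 1626 and 1624 under DESeq2, more than the 166 and 799 of the real split. Their fit compares only the LRC and non-LRC libraries of experiment 2, and why it gave more DEGs was not tested. The other 4, which also part 1 experiment only, gave 0 DEGs under edgeR, with 27 to 226 genes at an unadjusted p below 0.05.

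The LRC library of experiment 2 had 1731 of the tested genes at 0. After all libraries were thinned to its total, the most in any other library was 395, which argues against lower read depth as the cause. Transcripts lost before sequencing are a candidate explanation. Of the zeros, 84.5% fell in the 3432 genes of lowest level in the other libraries, but 774 of the genes at 0 had an expected count of 20 or more. Genes of high level varied more as well. Among the 3432 genes of highest level, the SD of the log2 difference from the LRC library of experiment 3 was 0.80, against 0.39 for the LRC library of experiment 1. Between the non-LRC libraries of experiments 2 and 3 it was 0.61, so a spread above 0.39 was not limited to the LRC library. Lost transcripts and another source of noise in the LRC library of experiment 2 cannot be told apart, because the genes of high level varied too.

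The number of DEGs under edgeR is consistent with an effect of dropouts in that library. Without experiment 2 the count rose to 555, and with at least 10 counts in every library to 434, whereas it was 35 without experiment 1 and 223 without experiment 3. Under DESeq2, 89 of the 372 DEGs upregulated in non-LRCs had 0 counts in the LRC library of experiment 2. Of the 427 upregulated in LRCs, 2 had 0 counts in that library and 23 had 0 counts in the non-LRC library of experiment 2. If dropouts had made the calls of the 89 genes, these calls would be lost without experiment 2. DESeq2 without experiment 2 called 56 of the 89 genes again (62.9%), which argues against dropouts as the cause of the calls of these 56. For the rest of the 89 the call was lost, so dropouts stay possible there. Of the other 283 genes, 61.8% were called again. The 2 shares are not like for like, since the median log2 fold change without experiment 2 was -3.99 for the 89 and -1.14 for the 283. DESeq2 without experiment 2 called 872 DEGs in all.

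*Hspa1a* (log2 fold change 2.89, adjusted p = 0.0275, edgeR) and *Hspa1b* (2.903, adjusted p = 0.0619, edgeR), chosen after their values were seen, were higher in LRCs in all 3 experiments. They are near-identical copies, so their separate values are uncertain. A stress response to dissociation and sorting could raise them. The 19 other genes of a list of heat shock and immediate early genes had a median log2 fold change of 0.15, 13 higher and 6 lower, and were called by neither camera nor fry. A stress response and a difference between the groups cannot be told apart, because the list moved in both directions and both groups were sorted in the same way.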
